# Open chromatin dynamics in prosensory cells of the embryonic mouse cochlea

**DOI:** 10.1038/s41598-019-45515-2

**Published:** 2019-06-21

**Authors:** Brent A. Wilkerson, Alex D. Chitsazan, Leah S. VandenBosch, Matthew S. Wilken, Thomas A. Reh, Olivia Bermingham-McDonogh

**Keywords:** Developmental neurogenesis, Cochlea

## Abstract

Hearing loss is often due to the absence or the degeneration of hair cells in the cochlea. Understanding the mechanisms regulating the generation of hair cells may therefore lead to better treatments for hearing disorders. To elucidate the transcriptional control mechanisms specifying the progenitor cells (i.e. prosensory cells) that generate the hair cells and support cells critical for hearing function, we compared chromatin accessibility using ATAC-seq in sorted prosensory cells (Sox2-EGFP^+^) and surrounding cells (Sox2-EGFP^−^) from E12, E14.5 and E16 cochlear ducts. In Sox2-EGFP^+^, we find greater accessibility in and near genes restricted in expression to the prosensory region of the cochlear duct including *Sox2*, *Isl1*, *Eya1* and *Pou4f3*. Furthermore, we find significant enrichment for the consensus binding sites of Sox2, Six1 and Gata3—transcription factors required for prosensory development—in the open chromatin regions. Over 2,200 regions displayed differential accessibility with developmental time in Sox2-EGFP^+^ cells, with most changes in the E12-14.5 window. Open chromatin regions detected in Sox2-EGFP^+^ cells map to over 48,000 orthologous regions in the human genome that include regions in genes linked to deafness. Our results reveal a dynamic landscape of open chromatin in prosensory cells with potential implications for cochlear development and disease.

## Introduction

Hearing is mediated by a specialized sensory epithelium, the organ of Corti, within the cochlea of the inner ear. In the organ of Corti, rows of hair cells interdigitated with support cells sense sound^1^. Hair cell loss or dysfunction underlies most sensorineural hearing loss. Hearing loss is broadly affected by genetics and perhaps also by epigenetics. Genetic factors contribute to 68% of hearing loss at birth—affecting 1–2 newborns per 1000—as well as to progressive hearing loss in 2.7 children per 1000 by adolescence^2^. In addition to congenital hearing loss, significant genetic contributors have been identified for all major acquired forms of hearing loss including presbycusis^3–8^, noise-induced hearing loss^9–18^ and ototoxic medication-induced hearing loss^19–21^. Hearing loss-causing variants in 153 genes have been reported including variants that map to introns and other noncoding regions of the genome^22^. Detailed characterization of the regulatory genome in the inner ear will likely lead to a better understanding of how genetic differences influence the etiology of congenital and acquired hearing loss.

In other tissues and cell types, concerted efforts have characterized a wide range of gene regulatory elements by eQTL analysis^23^ and by genome-wide sequencing of open chromatin, histone-mark enrichment, transcription factor-binding and other epigenomic features^24^. Tissue- and cell-specific ‘maps’ of regulatory elements are now crucial resources for systems studies of gene regulation and gene networks. Such studies promise greater understanding of the function of genetic variants in noncoding regions and the identification of enhancers suitable for the experimental and therapeutic goals of targeted transgenesis.

Despite the vast potential utility of mapping the regulatory genome of inner ear cell types, little progress has been made in this regard. Elements having enhancer activity in otic tissues have been identified based on evolutionary conservation^25^ and on histone marks associated with gene-activation in other tissues^26^. Recent studies detected enhancers using ATAC-seq and MethylC-seq in whole mouse cochlea^27,28^. Mapping of open chromatin in specific cell types of the cochlea using ATAC-seq can further elucidate the regulatory genome and related gene networks of cochlear development.

Hair and support cells differentiate from a region of the floor of the cochlear duct called the prosensory domain. The cells of the prosensory domain exit the mitotic cycle between E12 and E16 in an apical to base sweep^29,30^. They begin their differentiation as hair cells or support cells within a few days first at the base and lastly at the apex^29–33^.

The regulation of specification of prosensory cells involves Notch-, Bmp- and Fgf-signaling^34–45^ as well as the transcription factors Gata3, Sox2 and Six1^46–53^. Differentiation of support cells requires Fgf-signaling and Notch-signaling^54,55^; differentiation of hair cells requires Wnt-signaling, Atoh1 and Pou4f3^56–58^. To better understand the interactions among these signaling molecules and transcriptional regulation of cochlear development, we used ATAC-seq to map the open chromatin regions in cells of the prosensory domain (Sox2-EGFP^+^) as well as the surrounding nonsensory cells (Sox2-EGFP^−^) isolated from the embryonic mouse cochlear duct.

This approach detected over 65,000 open chromatin regions in Sox2-EGFP^+^ cells from embryonic cochlear duct, including many regions mapping to known and putative gene regulatory regions. Motif enrichment analysis of these open chromatin regions identifies classes of transcription factors not previously implicated in inner ear development and provides strong evidence for a prosensory-specific landscape of open chromatin. Differential accessibility analysis across three developmental stages elucidated epigenetic dynamics in prosensory cell development. These datasets not only provide insights into mechanisms of prosensory development in the cochlea, but also represent a significant resource for the field of epigenomic research in the inner ear and future mechanistic studies of *cis*-regulation of deafness genes.

## Results

### Sox2-EGFP expression in prosensory cells of the embryonic cochlea

To selectively characterize the accessible chromatin in prosensory cells in the developing cochlea, we carried out ATAC-seq on FACS isolated EGFP^+^ cells from Sox2-EGFP mice, a strain having EGFP knocked-into the *Sox2* coding region^59^. To determine whether EGFP specifically marks cochlear prosensory cells in heterozygous Sox2-EGFP mice, Sox2-EGFP expression in prosensory cells was compared to Sox2 immunofluorescence at several developmental stages along the cochlea spiral in vibratome sections of E12-16 temporal bones. Similar to endogenous Sox2 expression, the highest level of Sox2-EGFP immunofluorescence is evident in the prosensory cells of the cochlear duct as well as the glia of the spiral ganglion in the E12, E14 and E16 cochleae (Fig. 1). In the following study, cochlear ducts were carefully dissected to remove developing spiral ganglion neurons and associated glia.

**Figure 1:**
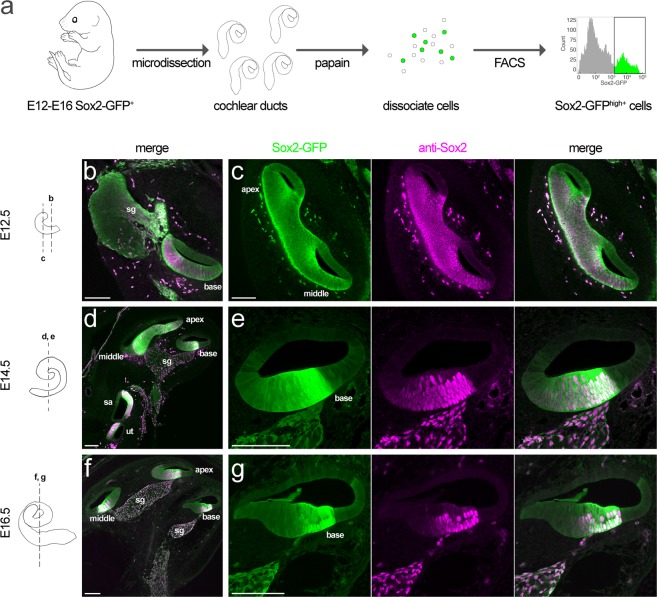
Sox2-EGFP expression in prosensory cells of the embryonic cochlea. (**a**) Shows the tissue isolation and FACS pipeline used to generate the cells. (**b**–**f**) Show Sox2-EGFP expression (*green*) in vibratome sections of cochlea at the indicated stages of embryonic development. Sox2 immunofluorescence (*magenta*) demonstrates both the prosensory cells in the cochlear duct and the glia of the spiral ganglion. Note that Sox2-EGFP expression corresponds to Sox2 immunofluorescence and that Sox2-EGFP developmental dynamics mirror those of endogenous Sox2 expression. For example, the Sox2^+^/Sox2-EGFP^+^ field of cells in the floor of the cochlear duct narrows between E12.5-16.5—first at the base of the duct, then apically (compare **b**,**d** and **f**) and first at the lateral side of the duct, then medially (compare **c**, **e** and **g**). The localization of Sox2-EGFP expression shown here is representative of that in at least three temporal bones. Scale bars = 100 μm. *sg*, spiral ganglion; *sa*, saccule; *ut*, utricle.

Developmental dynamics in Sox2-EGFP expression mirror those of endogenous Sox2 expression; the cells expressing the highest level of EGFP (Sox2-EGFP^high+^) correspond to the Sox2^+^ immunolabeled cells. For example, the anti-Sox2^+^/Sox2-EGFP^high+^ domain initially occupies the entire floor of the cochlear duct (Fig. 1b,c) and becomes progressively restricted between E12.5-16.5, first at the base of the duct, then apically (compare Fig. 1b,d,f). Furthermore, the anti-Sox2^+^/Sox2-EGFP^high+^ field of cells in the floor of the cochlear duct narrows first at the lateral side of the duct, then medially (compare Fig. 1c,e,g). Laterally, p75/Ngfr immunofluorescence in Claudius cells flanks anti-Sox2^+^/Sox2-EGFP^high+^ expression at E16 (Supplementary Fig. 1). Similar to the embryonic cochlea, Sox2-EGFP^high+^ corresponds with endogenous Sox2 in E12-16 utricle, saccule and cristae (Supplementary Figs 2 and 3).

Although low and intermediate levels of Sox2-EGFP were observable in some nonsensory cells of the cochlear duct, these findings support a strategy to isolate Sox2-EGFP^high+^ prosensory cells from dissociated cochlear duct cells by gating for cells having the highest Sox2-EGFP signal in FACS (Fig. 1a). FACS demonstrated that Sox2-EGFP^high+^ cells represent ~70% of the E12 cochlear duct, ~50% of the E14.5 cochlear duct and ~25% of the E16 cochlear duct (Supplementary Fig. 4), which reflects the size of the Sox2-EGFP^high+^ regions observed in midmodiolar sections (Fig. 1).

### Open chromatin regions in Sox2-EGFP^high+^ cells of the embryonic cochlear duct map to genes and gene-regulatory regions including known otic enhancers

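Open chromatin was profiled by ATAC-seq, in which a transposase cuts DNA that is free of nucleosomes and tags the cut ends for sequencing. There were 2 samples of Sox2-EGFP high+ cells at each of E12, E14.5 and E16, 1 sample of Sox2-EGFP- cells at E14.5 and 2 samples of Sox2-EGFP- cells at E16. The authors deposited a separate peak list for each sample, in mm9 coordinates, with a fold enrichment, a −log10 p and a −log10 q for every peak. These lists held 13817 and 7577 peaks for the E12 Sox2-EGFP high+ replicates 1 and 2, 66332 and 22962 peaks at E14.5, and 39314 and 65870 peaks at E16. The Sox2-EGFP- lists held 23302 peaks at E14.5 and 23848 and 23899 peaks at E16. The lists carry no read counts; Supplementary Table 1 of the paper gives between 10653165 reads, for E12 replicate 1, and 75726632 reads, for the E14.5 Sox2-EGFP- sample. The same table places both E16 replicates numbered 1 in sequencing batch 1 and the other 7 samples in batch 2. In every list, 100% of the peaks overlapped a peak of another sample of the same cell type, which is the filter that the methods describe, so sharing within a cell type is built into the lists. The lowest −log10 q of a list lay between 1.31 and 1.66, and the median −log10 p between 8.46 and 23.7. Samples were grouped by their titles and source names, which Supplementary Table 1 matches; the separate cell type tags in the deposited labels are the other way round for 3 of the 4 E16 samples, namely Sox2-EGFP high+ replicate 2 and both Sox2-EGFP- replicates. From the lists, every peak that overlapped a peak of another sample of its cell type by at least 1 bp was kept, and kept peaks within 100 bp of each other were merged into replicated regions. The authors' fold enrichment, −log10 p and −log10 q served only to describe, rank and filter peaks within a list.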

We carried out ATAC-seq on FACS purified Sox2-EGFP^high+^ and Sox2-EGFP^−^ cells, we sequenced and mapped the reads, and then identified peaks with MACS2^60^. We found >65,000 replicated peaks in the E12-16 Sox2-EGFP^*high*+^ cochlear duct cells (e.g. Fig. 2a, Supplementary Data 1). 

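The 6 lists of Sox2-EGFP high+ cells gave 65609 replicated regions, which covered 43758666 bp and had a median width of 586 bp. The 3 lists of Sox2-EGFP- cells gave 24338 regions with a median width of 587 bp. Of the Sox2-EGFP high+ regions, 29084 (44.3%) had a peak in 2 of the 6 samples, 16053 in 3, 8615 in 4, 6125 in 5 and 5732 (8.74%) in all 6. E14.5 replicate 1 and E16 replicate 2, the longest lists, were the only samples with a peak at 25835 regions (39.4%). Without E14.5 replicate 1 there were 37040 Sox2-EGFP high+ regions, and without E16 replicate 2 there were 39643. By stage, 21.3% of the regions had a peak in either E12 sample, 99.8% in either E14.5 sample and 98.9% in either E16 sample. The count moved most when only the 5000 highest peaks of each list were used, which gave 6670 regions.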

To determine whether ATAC-seq detects known otic enhancers, we curated a comprehensive list of otic enhancers and promoters (i.e. driving gene expression *in vivo*) from published literature on all species and the VISTA Enhancer database^61^, then compared the enhancers and promoters to ATAC-seq peaks detected in Sox2-EGFP^*high*+^ and Sox2-EGFP^−^ cells (Supplementary Data 2). ATAC-seq peaks mapped to 41 of the 56 enhancers and promoters that were previously reported to have otic activity, including those of *Sox2*, *Pou4f3, Plp1* and *Atoh1* (Fig. 2a,g and Supplementary Data 2).

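Supplementary Data 2 lists the 56 elements with mm9 coordinates, and each was compared with the replicated regions at an overlap of at least 1 bp. A region of either cell type overlapped 36 elements, of which 23 had only a Sox2-EGFP high+ region, 2 had only a Sox2-EGFP- region and 11 had both. When the regions of each chromosome were rotated by a random offset, a mean of 3.87 elements overlapped (one-sided permutation test, 10000 rotations, p = 0.0001, the smallest they can give). The *Atoh1* 3′ enhancer element (6:64683350-64684866) had a peak in 5 of the 6 Sox2-EGFP high+ samples and in all 3 Sox2-EGFP- samples. For *Pou4f3*, the intergenic element at 18:42545750-42548750 had a peak in 3 Sox2-EGFP high+ samples and the promoter element at 18:42553850-42554250 in 2, and neither had a Sox2-EGFP- peak. Neither *Sox2* element overlapped a region: the nearest Sox2-EGFP high+ region lay 372 bp from the element at 3:34538828-34539178 and 5285 bp from the element at 3:34554610-34555011. The region at the *Sox2* promoter (3:34547449-34549324) had a peak in all 9 samples. The *Isl1* element (13:116767011-116768449) had a peak in 2 Sox2-EGFP high+ samples and in no Sox2-EGFP- sample. Of the *Pou3f4* elements, the one at X:108005718-108009718 had a peak in 3 samples of each cell type and the one at X:107273012-107273405 had none. With the 5000 highest peaks of each list, 9 elements overlapped a region. From this overlap the paper reasons that ATAC-seq detects known otic enhancers.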

**Figure 2:**
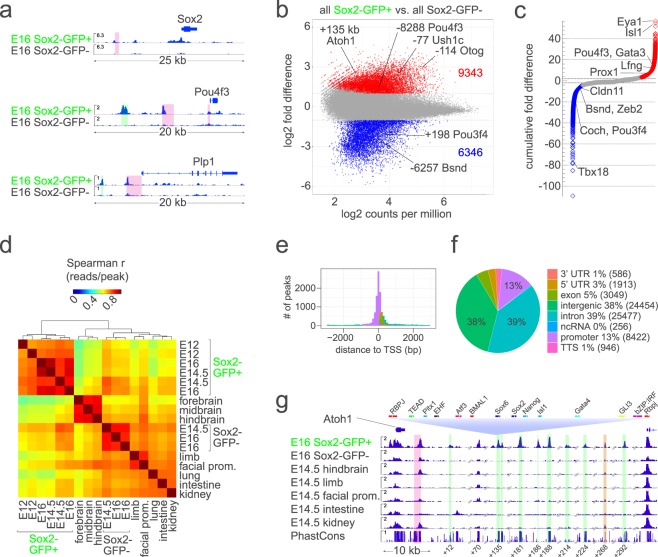
ATAC-seq detects gene regulatory features that include known otic enhancers in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. (**a**) Shows ATAC-seq signal in E16 Sox2-EGFP^*high*+^ cochlear cells relative to that in E16 Sox2-EGFP^−^ cochlear cells collected in parallel at the *Sox2*, *Pou4f3*, and *Plp1* loci. Highlighted in *pink* are known enhancer regions. Highlighted in *green* are novel open chromatin regions detected only in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. (**b**) Shows fold difference relative to the normalized read counts for ATAC-seq peaks determined to be significantly increased (*red*), significantly decreased (*blue*) or unchanged (*grey*) in Sox2-EGFP^*high*+^ cells from E12-16 cochlear duct versus Sox2-EGFP^−^ cells from E14.5-16 cochlear duct. (**c**) Shows the cumulative fold differences (i.e. the sum of the fold differences of all peaks nearest to each gene) in accessibility of each gene in Sox2-EGFP^*high*+^ cells from E12-16 cochlear duct versus Sox2-EGFP^−^ cells from E14.5-16 cochlear duct. In the highlighted genes, accessibility corresponds to known differential patterns of gene expression. (**d**) shows a clustered Spearman correlation matrix of the reads in peaks from ATAC-seq of FACS-sorted cochlear cells and of various E14.5 tissues. Note that reads in cochlear ATAC-seq samples are highly correlated. (**e**) Shows the frequency of ATAC-seq peaks relative to the distance to transcription start sites. (**f**) Shows the percentages of all replicated peaks detected in Sox2-EGFP^*high*+^ cells of the E12-16 cochlear duct mapping to the indicated genomic features. (**g**) Shows ATAC-seq signal at the *Atoh1* locus in E16 Sox2-EGFP^*high*+^ cochlear cells aligned to that in E16 Sox2-EGFP^−^ cochlear cells collected in parallel; several other E14.5 tissues, and PhastCons 30-way vertebrate conservation. As an example of transcription factor binding motifs in peaks, we show those predicted in the +135 kb peak. Highlighted in *pink* is the known 3′ enhancer. Highlighted in *green* are 7 open chromatin regions specific to Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct downstream of *Atoh1*. Highlighted in *gold* is a region that increased in accessibility in E14.5 vs. E12 Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. Transcription factor families having similar bindings motifs are color-coded. Highest scoring members of each family are indicated.

To better resolve quantitative differences in accessibility at the peaks found in Sox2-EGFP^high+^ and Sox2-EGFP^−^ cells, we carried out a differential accessibility analysis using edgeR^62^ that calculates significance and fold-differences based on normalized reads per peak in replicate samples. We detected 9,343 peaks that show significantly greater accessibility in Sox2-EGFP^high+^ cells than in surrounding Sox2-EGFP^−^ cells and 6346 peaks showing significantly less accessibility in Sox2-EGFP^high+^ cells than in Sox2-EGFP^−^ cells (Fig. 2b, Supplementary Data 3). 

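The authors' test of reads is not repeated here, because the peak lists hold no reads, and the values per region are theirs. Of their table of tested regions (Supplementary Data 3), only the first 1434 lines were used, so no count over the whole table is given. Those lines list 22 regions near *Eya1* on chromosome 1. The authors called 11 of these more accessible in Sox2-EGFP high+ cells, 1 less accessible and 10 unchanged. Every one of the 11 overlapped a Sox2-EGFP high+ peak and none of them overlapped a Sox2-EGFP- peak. The authors' largest log2 fold difference was 4.32, for the region at 14275809-14276207 in an intron of *Eya1*, which had a peak in 4 of the 6 Sox2-EGFP high+ samples. The less accessible region (14454858-14455256; authors' log2 fold difference −3.96) had a peak in all 3 Sox2-EGFP- samples and in no Sox2-EGFP high+ sample. Of the 10 regions called unchanged, 7 also had no Sox2-EGFP- peak, so that absence of a peak and a significant difference in reads were not the same call.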

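Merged regions were assigned to the nearest transcription start site of a protein-coding gene. *Isl1*, a gene expressed in prosensory cells, was nearest to 9 regions, of which 8 had peaks in Sox2-EGFP high+ cells alone and 1 in both cell types. That shared region spans the *Isl1* promoter (13:117099591-117100487) and had a peak in all 9 samples. Of the regions with Sox2-EGFP high+ peaks alone, 13:117083843-117084572 had a peak in all 6 Sox2-EGFP high+ samples. *Bsnd*, a gene of nonsensory cells, was nearest to 2 regions, of which 1 had peaks in Sox2-EGFP high+ cells alone and 1 in both cell types. The shared region (4:106170771-106171439) lay upstream of the *Bsnd* start site (offset −6.2 kb) and had a peak in 2 Sox2-EGFP high+ and 2 Sox2-EGFP- samples. Over all genes, 65.5% of the 69415 regions of either cell type had peaks in Sox2-EGFP high+ cells alone, 28.8% in both and 5.63% in Sox2-EGFP- cells alone. A peak call gives presence only, and the number of reads at these regions is not used here.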

Several genes known to be differentially expressed in prosensory and nonsensory cells such as *Isl1*^63^ and *Bsnd*^64^, respectively, showed corresponding differences in accessibility (Fig. 2c). This can be seen in Fig. 2c as the cumulative fold difference in accessibility of all peaks nearest to each gene. We further confirmed the efficacy and specificity of ATAC-seq by comparing the Sox2-EGFP^high+^ peaks with previously reported unmethylated regions and low methylated regions of the E16.5 cochlear sensory epithelium^65^ (Supplementary Fig. 5). We find that most ATAC-Seq peaks in cochear duct cells correspond to unmethylated and low methylated regions.

To further test for the specificity of the peaks in the Sox2-EGFP^high+^ cells, we carried out a correlation analysis of reads present per ATAC peak in E12-16 ATAC-seq samples of Sox2-EGFP^*high*+^ cochlear duct cells to reads present per ATAC peak in ATAC-seq samples from other tissues (Fig. 2d). We combined peaks from several studies called by MACS2 (>90,000) and examined the correlation of reads in peaks in every sample. We found high correlation among cochlear Sox2-EGFP^high+^ samples, highlighting the unique epigenomic landscape of prosensory cells. 

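The peak lists give no reads per peak, so the samples were compared by the peaks they share. For each pair of samples, the 5000 peaks with the highest −log10 p of each list were compared, and the share of peaks that overlapped by at least 1 bp was averaged over both directions. Pairs of Sox2-EGFP high+ samples shared 63.4% ± 6.15 of these peaks (SD, 15 pairs), pairs with 1 sample of each cell type 63.2% ± 6.28 (18 pairs) and pairs of Sox2-EGFP- samples 73.0% ± 0.528 (3 pairs). The mean within Sox2-EGFP high+ samples exceeded the mean between cell types by 0.233 percentage points, and 38 of the 84 ways to choose 6 of the 9 samples gave as large a difference (one-sided exact permutation test, p = 0.452). The E12 samples shared the least and are Sox2-EGFP high+ only, so they are in 9 of the 15 Sox2-EGFP high+ pairs and in 6 of the 18 mixed pairs, and this difference mixes stage with cell type. Among pairs without an E12 sample the means were 70.0% (6 Sox2-EGFP high+ pairs) and 66.8% (12 mixed pairs), and among pairs with one 59.1% and 56.0%. With E14.5 and E16 alone, a setting added after these values were seen, the difference was 3.18 points (3 of 35 choices, one-sided exact permutation test, p = 0.0857). In batch 2 alone, the difference was 0.611 points (exact permutation test, p = 0.476), and batch 1 holds only 2 samples. None of the 16 alternatives chosen before the data were examined had a p under 0.05; 7 of them gave a negative difference, and the largest difference was 6.89 points with all peaks of each list (exact permutation test, p = 0.0595). Of 7 alternatives chosen after seeing the data, E14.5 and E16 alone included, 5 had a p under 0.05, which makes 24 settings in all. In 1 of these, the 2000 highest peaks outside promoters, Sox2-EGFP high+ pairs shared 45.9% and mixed pairs 33.7%, a difference of 12.2 points (1 of 84 choices, exact permutation test, p = 0.0119, the smallest that this design allows). With the 2000 highest peaks in promoters, the difference was −1.36 points (exact permutation test, p = 0.667). Because the deposited lists hold only peaks replicated within a cell type, they favour sharing within a type in all of these comparisons. Among Sox2-EGFP high+ samples, pairs of the same stage shared 64.9% ± 8.82 (SD, 3 pairs), and 4 of the 15 ways to pair the samples gave as high a mean (one-sided exact permutation test, p = 0.267, where the smallest possible is 0.067). From the correlation of reads among its samples (Fig. 2d), the paper reasons that prosensory cells have a distinct epigenomic landscape.

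**Figure D1:**
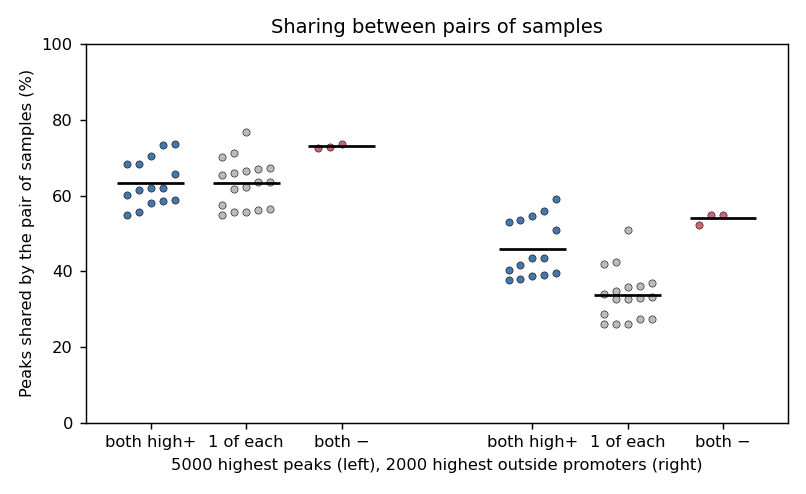
Percent of peaks shared by each pair of samples, by cell type of the pair, for the 5000 highest peaks of each list (left) and the 2000 highest peaks outside promoters (right). Each point is 1 pair and each bar a mean: 63.4% for Sox2-EGFP high+ pairs and 63.2% for mixed pairs on the left, and 45.9% and 33.7% on the right, a setting added after the left was seen.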

Similar to accessible chromatin in other tissues^66,67^, the Sox2-EGFP^high+^ ATAC-seq peaks increased in frequency near transcription start sites (Fig. 2e) and primarily mapped to introns and potential cis-regulatory intragenic regions (Fig. 2f and Supplementary Fig. 6). Furthermore, replicated peaks detected in E12-16 Sox2-EGFP^*high*+^ cochlear duct cells showed over 30-fold enrichment for CpG islands, 5′ untranslated regions and promoters (13,225, 13,069 and 14,026 peaks, respectively; Supplementary Fig. 6). 

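Of the replicated Sox2-EGFP high+ regions, 65553 lay on chromosomes 1 to 19, X and Y and were annotated with the protein-coding transcripts of GENCODE for this build. The centre of 14964 regions (22.8%) lay within 1 kb of a transcription start site, against 2.78% when the centres were moved by a random 0.1 to 5 Mb. A further 16.1% lay 1 to 10 kb away, 44.7% lay 10 to 100 kb away and 16.3% farther. By their centres, 24372 regions (37.2%) were intronic, 25513 (38.9%) intergenic, 9592 (14.6%) in promoters (1000 bp upstream to 100 bp downstream of a start site) and 4844 (7.39%) in exons or untranslated regions. With all GENCODE transcripts, an annotation added after these values were seen, promoters held 18.2%, introns 36.6%, intergenic sequence 35.4% and exons or untranslated regions 6.77%.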

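Promoters were overlapped, by at least 1 bp, by 14612 Sox2-EGFP high+ regions (22.3%), and 5′ untranslated regions by 13885 (21.2%). The regions covered 9048054 of the 34398671 bp in promoters, which was 16.0 times the share of the genome that they covered. For 5′ untranslated regions they covered 3285466 of 6750349 bp, 29.6 times that share. CpG islands are not analysed here.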

Of the >65,000 peaks called in the Sox2-EGFP^high+^ cells, over 29,000 peaks were detected only in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. These peaks were not present in E14.5-16 Sox2-EGFP^−^ cochlear duct cells, or in the other embryonic tissues we analyzed, and include regions near known regulators of inner ear development. 

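Of the 65609 replicated regions, 45532 (69.4%) overlapped no peak of any Sox2-EGFP- sample. In the opposite direction, 3934 of the Sox2-EGFP- regions (16.2%) overlapped no Sox2-EGFP high+ peak. Peaks of other embryonic tissues, which the paper also excluded, are not used here. The share without a Sox2-EGFP- peak was 94.9% for regions with a peak in 2 Sox2-EGFP high+ samples, 74.8% in 3, 46.7% in 4, 22.1% in 5 and 9.61% in all 6. Without E14.5 replicate 1, 18302 regions had no Sox2-EGFP- peak, and without E16 replicate 2, 20778 had none. Of the 9796 regions with a peak among the 5000 highest of a Sox2-EGFP high+ sample, 1450 (14.8%) had no Sox2-EGFP- peak. With equal lists (3 samples of each type and the 5000 highest peaks of each), a median of 16.5% of Sox2-EGFP high+ regions and 12.1% of Sox2-EGFP- regions had no peak of the other type. The Sox2-EGFP high+ share was the larger in 20 of the 20 choices of 3 Sox2-EGFP high+ samples, by a median of 4.61 percentage points (1.55 to 7.25). All choices used the same Sox2-EGFP- samples and overlapped in their Sox2-EGFP high+ samples, so they are not independent.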

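Whether a Sox2-EGFP high+ peak overlapped a Sox2-EGFP- peak depended on its height within its own list. With each list ranked by −log10 p and split into 10 equal parts, 93.3% ± 3.94 (SD, n = 6 samples) of the peaks in the highest part overlapped a Sox2-EGFP- peak, and 33.7% ± 28.8 in the lowest part. The difference between these parts was 59.6 percentage points ± 28.4 and ranged from 25.0 to 84.8 points over the 6 samples. Among peaks outside promoters, a comparison added after these values were seen, the highest and lowest parts had 67.7% and 25.1%. The regions without a Sox2-EGFP- peak that ranked highest on average over the 6 samples lay in an intron of *Dip2b* (15:99919896-99920490; mean rank 739), in intergenic sequence 138 kb downstream of the *Nck2* start site (1:43640209-43641055; mean rank 1104.5) and upstream of *Trpv4* (offset −6.61 kb; 5:115114625-115115452; mean rank 1162), and all 3 had a peak in every Sox2-EGFP high+ sample. Their Sox2-EGFP- counterparts, with a peak in all 3 Sox2-EGFP- samples and in no Sox2-EGFP high+ sample, lay upstream of *Clec7a* (offset −7.57 kb; 6:129429793-129430933; mean rank 2018), upstream of *Nos2* (offset −33.3 kb; 11:78700558-78701344; mean rank 2095) and in an intron of *Dnm3* (1:164147385-164148144; mean rank 3309).

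**Figure D2:**
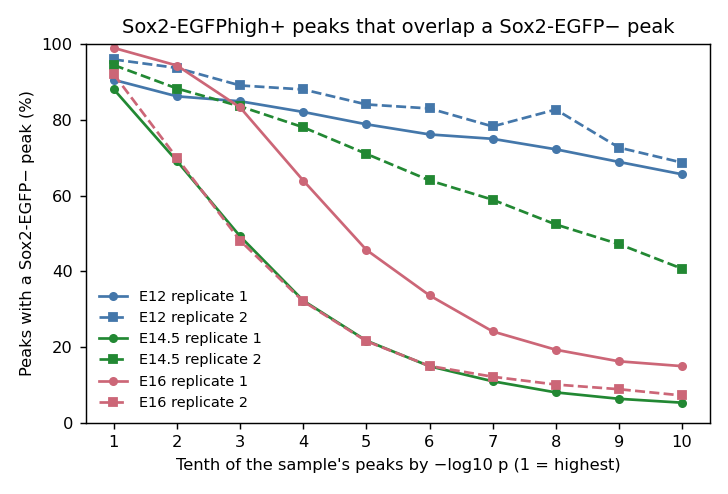
Percent of the peaks of each Sox2-EGFP high+ sample that overlap a Sox2-EGFP- peak (vertical axis), by part of the list ranked by −log10 p (horizontal axis, 1 is the highest of 10 parts). Each line is 1 sample, and the mean falls from 93.3% to 33.7%.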

As an example of this Fig. 2g depicts the Atoh1 locus and these open chromatin regions are highlighted in green (coordinates in Supplementary Data 1). 

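*Atoh1* starts at 6:64679140 on the forward strand. The region across its start (64678575-64680048) had a peak in 4 Sox2-EGFP high+ and 3 Sox2-EGFP- samples, and the region 70.4 kb downstream (64749121-64749989) in 4 Sox2-EGFP high+ and 2 Sox2-EGFP- samples. Downstream regions with no Sox2-EGFP- peak had their centres at 12.4, 135.6, 136.3, 181.6, 185.7, 188.2, 214.2, 224.2, 267.9 and 292.8 kb. Of these, the region at 188.2 kb (64866917-64867712) had a peak in all 6 Sox2-EGFP high+ samples and the region at 181.6 kb (64860357-64861146) in 4. The regions at 12.4, 136.3, 214.2 and 224.2 kb rested on E14.5 replicate 1 and E16 replicate 2 alone.

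**Figure D3:**
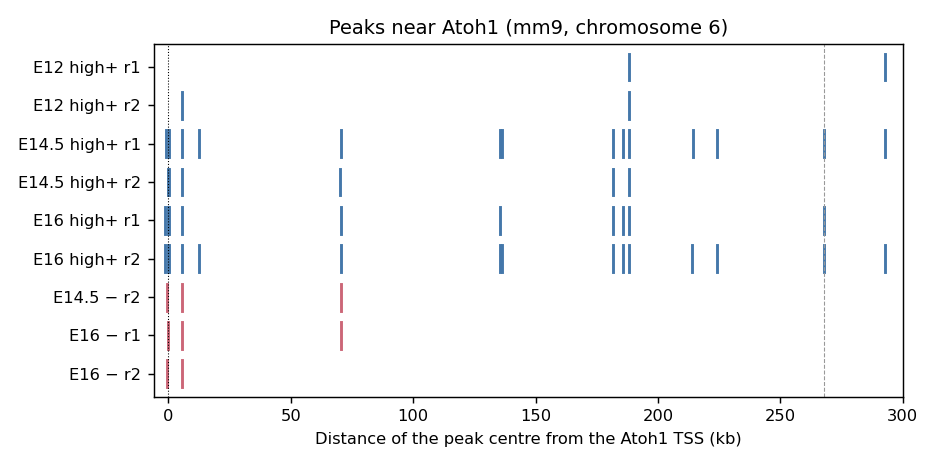
Peaks of each sample (rows) by the distance of their centre from the *Atoh1* start site in kb, on chromosome 6 of mm9. Each mark is 1 peak; the region at 188.2 kb has a mark in all 6 Sox2-EGFP high+ samples and in no Sox2-EGFP- sample.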

We did not successfully prepare ATAC-seq libraries from E12 Sox2-GFP^−^ cells, which are a small percentage of the cochlear duct (Supplementary Fig. 4), so we did not include this stage of Sox2-EGFP^−^ cells in our analysis.

### Differential enrichment of transcription factor-binding motifs in Sox2-EGFP^high+^ cells of the embryonic cochlear duct

To better understand the regulatory circuits controlling cochlear development in the prosensory region, we carried out an analysis of transcription factor binding motifs in the Sox2-EGFP^high+^ peaks. Motif enrichment in replicated ATAC-seq peaks detected in Sox2-EGFP^high+^ cells of the E12-16 cochlea duct and in Sox2-EGFP^−^ cells of the E14.5-16 cochlea duct were compared using the p-value of enrichment for all motifs in the HOMER library (Fig. 3a) and the frequency of motifs (Fig. 3b). To group similar motifs in Fig. 3a, motifs were clustered based on the correlation of motif matrices (Supplementary Fig. 7). Scales vary in Fig. 3b with differences in motif abundance.

**Figure 3:**
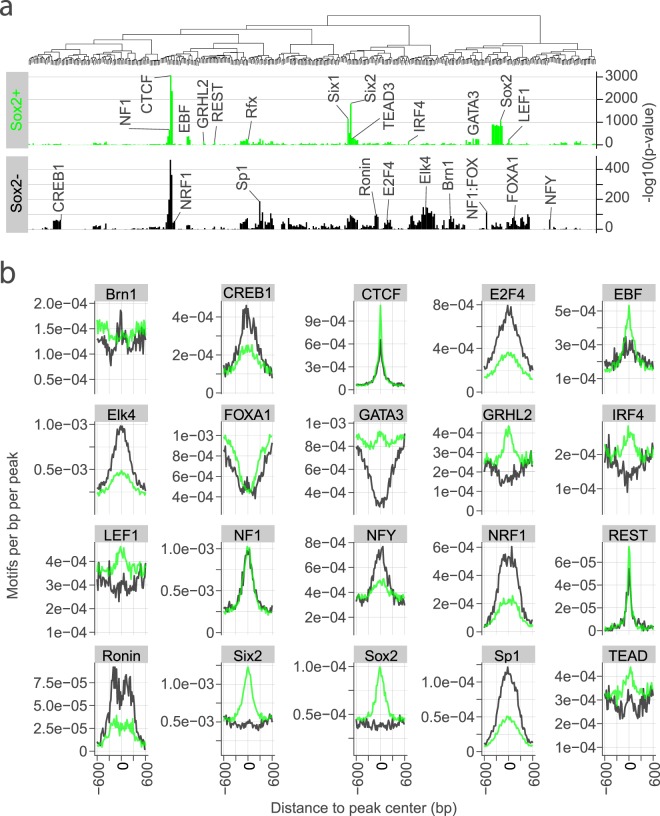
Motif enrichment in open chromatin regions in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. (**a**) Plots qualitative differences in motif enrichment in Sox2-EGFP^*high*+^ cells from E12-16 cochlear duct and Sox2-EGFP^−^ cells from E14.5-16 cochlear duct as −log10 of the p-value in replicated peaks. Motifs are clustered based on similarity. The most highly enriched members of transcription factor families/clusters are selectively labeled based on differential enrichment in the samples. Differences in enrichment might be indicative of context-specific transcription factor activity. Scales in (**a**) vary due to differences in peak number and coverage. (**b**) Plots quantitative differences in enrichment of representative motifs as the frequency of motifs relative to peak center. Note that high enrichment (**a**) often corresponds to greater central localization in peaks (**b**).

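Motifs were counted with the consensus sequences that Supplementary Data 4 prints, on either strand, in place of the matrix scores of HOMER. In the replicated regions, the exact consensus was compared with windows of the same width 5 kb to either side that overlapped no region, and ratios have 95% confidence intervals by the Katz method, which cover counting error only. The Six2 consensus was in 773 of 65553 Sox2-EGFP high+ regions (1.18%) and in 0.330% of their windows, a ratio of 3.58 (3.18 to 4.03), and in 0.609% of 24300 Sox2-EGFP- regions, a ratio of 2.12 (1.68 to 2.68). For Sox2 the ratios were 2.35 (2.10 to 2.62) and 1.17 (0.934 to 1.47), for Gata3 1.01 (0.975 to 1.04) and 0.363 (0.335 to 0.393), and for Tead 1.60 (1.46 to 1.76) and 1.21 (1.02 to 1.44). Ebf, which was added after the first 6 motifs were seen, had ratios of 2.66 (2.23 to 3.19) and 1.48 (1.05 to 2.10). With 1 mismatch allowed for every 6 positions, the ratio for Six2 fell to 1.02 in Sox2-EGFP high+ and to 0.787 in Sox2-EGFP- regions, and among Sox2-EGFP high+ regions in promoters the ratio for Sox2 was 0.817 and that for Tead 0.796. A second comparison, also added after the region values, used equal numbers of peaks: the 2000 highest peaks outside promoters of each sample, 200 bp to each side of the summit, with mismatches allowed. The Six2 motif was in 45.4% ± 3.79 (SD, n = 6 samples) of the Sox2-EGFP high+ peaks and in 37.3% ± 0.794 (n = 3) of the Sox2-EGFP- peaks, and the Sox2 motif in 11.7% ± 1.98 and 6.12% ± 0.506 (two-sided exact permutation test over 84 splits, p = 0.0119 for each, the smallest possible). The motif of Grhl2 was in 0.967% ± 0.147 and 0.10% ± 0.050 (exact permutation test, p = 0.0119). Gata3, Gata4 and Irf4 were also more frequent in Sox2-EGFP high+ peaks (exact permutation test, p = 0.0238 for each), as was Ebf (exact permutation test, p = 0.0357). Tead was in 12.0% ± 0.709 and 10.8% ± 0.40 (exact permutation test, p = 0.0595), and the cell types did not differ for Lef1 or Rest (exact permutation tests, p = 0.821 and p = 0.631). Of the 24 motifs tested this way, 10 had a p under 0.05 and 0 had a Benjamini-Hochberg adjusted p under 0.05, the smallest adjusted value being 0.0571. Without the E12 samples, Six2 and Sox2 had p = 0.0571 (exact permutation tests over 35 splits), and Grhl2 and Zeb1 p = 0.0286, the smallest possible.

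**Figure D4:**
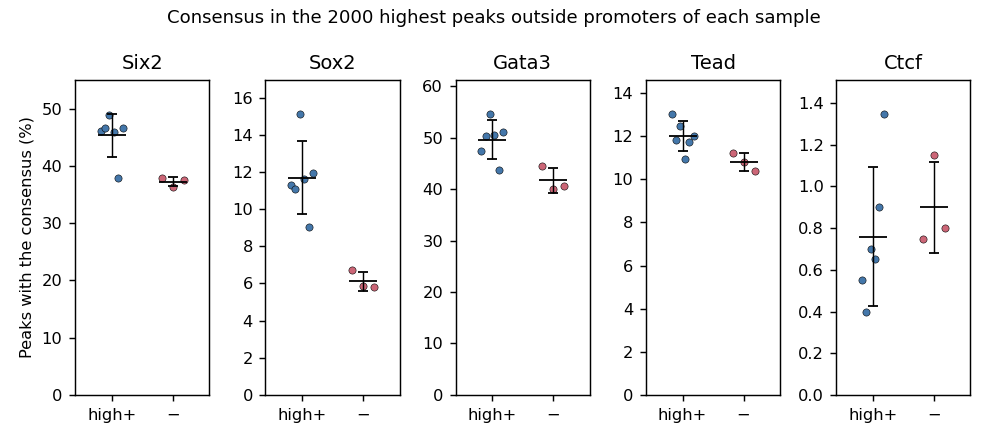
Percent of the 2000 highest peaks outside promoters that hold each motif, with mismatches allowed, in Sox2-EGFP high+ and Sox2-EGFP- samples. Each point is 1 sample, with the mean and SD of the cell type; for Six2 the means are 45.4% and 37.3%.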

Open chromatin regions in Sox2-EGFP^*high*+^ cochlear duct cells showed greater enrichment for motifs corresponding to factors in the Six, Sox, Gata, Ebf and Tead families as well as motifs for Grhl2, Lef1, Irf4 and Rest (Fig. 3, Supplementary Data 4). Motif enrichment analysis in the ‘prosensory-specific’ subset (i.e., the 29,000 peaks detected only in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct) was similar to that in peaks of Sox2-EGFP^*high*+^ cells (Fig. 4a,b) with some differences. For example, ‘prosensory-specific’ ATAC regions showed 2–3-fold enrichment for Six2 and Sox2 motifs and enrichment also for the Zeb1 motif (Fig. 4b). 

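In the 45507 Sox2-EGFP high+ regions without a Sox2-EGFP- peak on chromosomes 1 to 19, X and Y, the exact Six2 consensus had a ratio to the neighbouring windows of 4.66 (95% confidence interval 4.02 to 5.40) and the Sox2 consensus a ratio of 3.20 (2.78 to 3.67). The Zeb1 consensus was in 12.5% of these regions and in 11.3% of their windows, a ratio of 1.11 (1.07 to 1.14), against 0.953 (0.931 to 0.975) in all Sox2-EGFP high+ regions. In the comparison of 2000 peaks per sample, Zeb1 was in 73.7% ± 1.77 (SD, n = 6) of Sox2-EGFP high+ peaks and 66.9% ± 1.63 (n = 3) of Sox2-EGFP- peaks (two-sided exact permutation test, p = 0.0119, unadjusted). This set is wider than the one the paper describes, since other tissues are not excluded.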

Relative to that in Sox2-EGFP^*high*+^ cells, open chromatin regions in Sox2-EGFP^−^ cochlear duct cells showed greater enrichment for motifs corresponding to the factors in the Forkhead, E2f, Ets, Sp/Klf, bZip and Pou families, as well as Nfy, Nrf1 and Ronin. 

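The exact Ets consensus was in 9.91% of Sox2-EGFP- regions and in 5.05% of Sox2-EGFP high+ regions, with ratios to neighbouring windows of 8.02 and 3.88. The Nfy consensus was in 5.18% and 3.01%, and the Sp/Klf consensus in 2.09% and 0.938%. For bZip the shares were 0.770% and 0.391%, for Pou 0.551% and 0.447%, for Nrf1 0.412% and 0.178%, for E2f 0.140% and 0.0763% and for Ronin 0.128% and 0.0564%. The Forkhead consensus was in 0.346% of Sox2-EGFP- and 0.349% of Sox2-EGFP high+ regions, with ratios to windows of 0.310 and 0.294. Promoters held 36.0% of the Sox2-EGFP- regions. Among equal numbers of peaks outside promoters, Ets was in 57.6% ± 1.29 (SD, n = 3) of Sox2-EGFP- and 50.7% ± 2.53 (n = 6) of Sox2-EGFP high+ peaks (two-sided exact permutation test, p = 0.0119, unadjusted). For the other families p lay between 0.0952 for E2f and 0.857 for Forkhead (exact permutation tests). In batch 2 alone, E2f, Sp/Klf and Nrf1 were less frequent in Sox2-EGFP high+ peaks, with differences of −2.09, −5.425 and −2.215 points (exact permutation tests over 21 splits, p = 0.0476 for each, the smallest possible). The 2 batch 1 samples were high in both cell types, with Sp/Klf in 44.45% of Sox2-EGFP high+ and 45.9% of Sox2-EGFP- peaks. Over all samples, the means of Pou and Nfy were 1.58 and 1.67 percentage points higher in Sox2-EGFP high+ peaks.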

Ctcf, Rfx and Nf1 were similarly enriched for in Sox2-EGFP^*high*+^ and Sox2-EGFP^−^ cells.

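The exact Ctcf consensus has 20 positions and was in 3 Sox2-EGFP high+ regions and 0 Sox2-EGFP- regions. With up to 3 mismatches, it was in 1.69% of Sox2-EGFP high+ regions, a ratio to neighbouring windows of 11.5 (95% confidence interval 9.85 to 13.5), and in 1.15% of Sox2-EGFP- regions, a ratio of 9.20 (6.93 to 12.2). In the 2000 highest peaks outside promoters, the Sox2-EGFP high+ and Sox2-EGFP- samples held Ctcf in 0.758% ± 0.334 and 0.90% ± 0.218, Rfx in 1.87% ± 0.418 and 1.68% ± 0.454, and Nf1 in 4.99% ± 0.941 and 4.97% ± 0.401 (SD, n = 6 and n = 3). The cell types did not differ for any of the 3 (two-sided exact permutation tests, p = 0.571, p = 0.583 and p = 0.976).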

**Figure 4:**
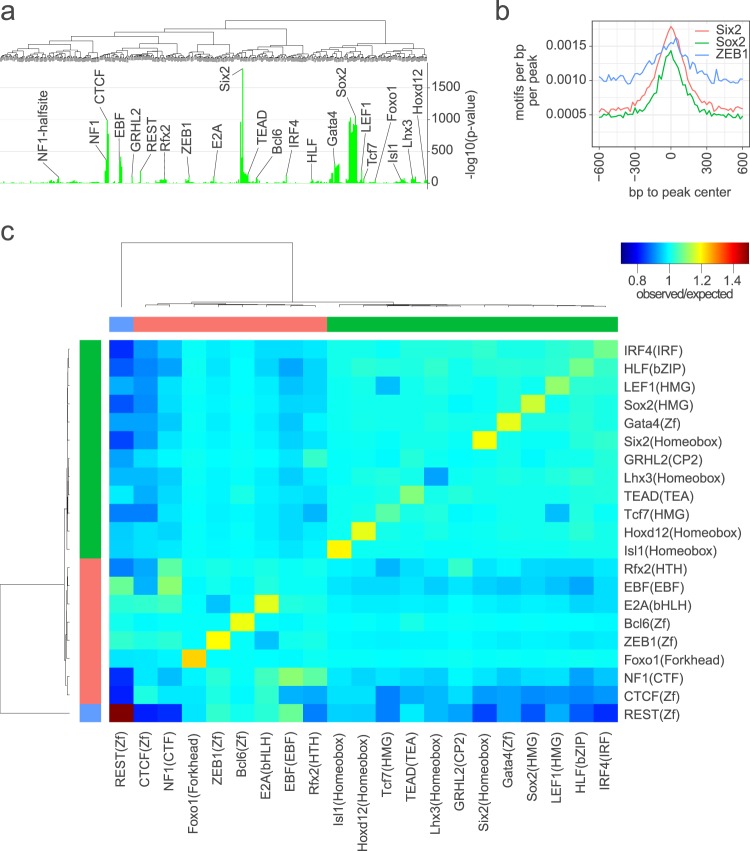
Motif enrichment and co-occurrence in prosensory-specific open chromatin regions of the embryonic cochlear duct. (**a**) Shows the motif enrichment as -log10 of the p-value in the subset of replicated peaks detected only in Sox2-EGFP^*high*+^ cells from E12-16 cochlear duct (i.e., not detected in Sox2-EGFP- cells or other ENCODE datasets examined). (**b**) Plots quantitative differences in enrichment of representative motifs as the frequency of motifs relative to peak center. (**c**) Plots clustered matrix of the ratio of the observed frequency of co-occurrence of each combination of enriched motifs in the prosensory-specific peaks relative to the expected frequency of co-occurrence.

To look for evidence of combinatorial transcription factor activity in prosensory open chromatin, we analyzed motif co-occurrence in the ‘prosensory-specific’ subset (i.e., the 29,000 peaks detected only in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. Examining the ratio of observed co-occurrence in the prosensory-specific peaks, relative to baseline co-occurrence in the genome, highlights that some combinations of motifs occur in prosensory open chromatin regions at frequencies greater than random chance (Fig. 4c and Supplementary Data 7). Motif co-occurrence analysis showed that many motifs occur multiple times in the same open chromatin regions (see diagonal in Fig. 4c).

### Chromatin dynamics in Sox2-EGFP^high+^ cells of the embryonic cochlear duct

To determine whether any of the peaks present in the Sox2-EGFP^high+^ cells were differentially accessible at different ages of cochlear development, we compared the ATAC-seq peaks from the three different ages using the differential accessibility analysis described above. We detected over 2,200 peaks in Sox2-EGFP^high+^ cells that change between E12 and E16. 

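From the lists, a region was called at one stage and not at another when both Sox2-EGFP high+ samples of the first stage and neither of the second had a peak there. By this rule, 5 regions were called at E12 and not at E16, and 21704 at E16 and not at E12. These counts follow the lengths of the lists, which are shortest at E12. With the 5000 highest peaks of each list, 397 regions were called at E12 and not at E16 and 605 at E16 and not at E12. With 2 samples per stage, no test across stages was made, and the authors' read-based test is not repeated.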

Many of the regions that show age-dependent differential accessibility are near regulatory genes, deafness genes and components of pathways of known significance to cochlear and prosensory development (Fig. 5a). For example, one peak  +268 kb from the *Atoh1* TSS increased significantly in accessibility in E14.5 when compared with E12 Sox2-EGFP^*high*+^ cells (*yellow* in Fig. 2g). 

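The region (6:64946863-64947231) lies 267.9 kb downstream of the *Atoh1* start site and is 369 bp wide. It had a peak in E14.5 replicate 1 (rank 16056 of 66332 by −log10 p), in E16 replicate 1 (rank 17978 of 39314) and in E16 replicate 2 (rank 43791 of 65870). Neither E12 sample, E14.5 replicate 2 nor any Sox2-EGFP- sample had a peak there. The calls of the E14.5 replicates thus differed, and the E12 lists are too short for a missing peak to show closed chromatin.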

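In mm9, the forward strand of the 369 bp region reads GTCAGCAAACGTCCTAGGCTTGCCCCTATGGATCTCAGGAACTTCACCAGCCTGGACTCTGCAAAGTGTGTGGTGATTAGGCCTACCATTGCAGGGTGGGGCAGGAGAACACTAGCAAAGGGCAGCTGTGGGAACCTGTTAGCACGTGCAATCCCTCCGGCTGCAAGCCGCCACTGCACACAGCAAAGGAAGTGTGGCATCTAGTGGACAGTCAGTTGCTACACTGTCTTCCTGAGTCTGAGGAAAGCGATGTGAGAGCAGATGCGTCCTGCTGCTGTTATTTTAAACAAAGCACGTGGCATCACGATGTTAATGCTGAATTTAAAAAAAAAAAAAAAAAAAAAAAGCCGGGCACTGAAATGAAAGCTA. It holds 5 sites of the form CANNTG, the E-box core that bHLH factors bind: CAGCTG at 64946985, CACGTG at 64947005, CAGTTG at 64947075, CAGATG at 64947121 and CACGTG at 64947155. All 5 lie within the peaks of all 3 samples that have a peak there, the narrowest of which is 244 bp (64946943-64947186). Among the 14842 Sox2-EGFP high+ regions of 300 to 440 bp, the median number of such sites was 2, and 7.53% had at least as many as this region.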

The +268 kb differentially accessible region downstream of *Atoh1* is ~300 bp and contains putative binding sites for members of the Ets, MADS, Zf and Homeobox families as well as 5 consensus binding motifs for the bHLH transcription factor family (*not shown*).

**Figure 5:**
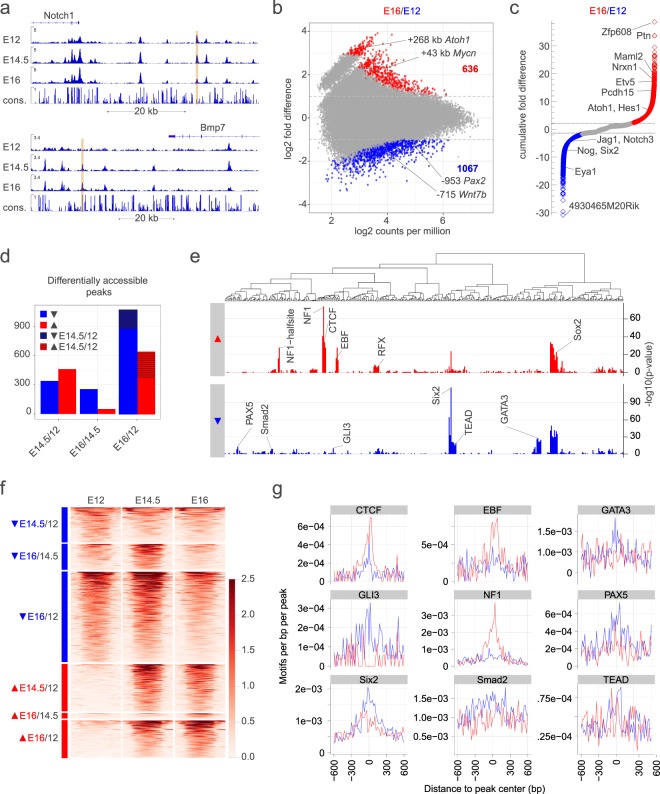
Developmentally-dynamic open chromatin in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. (**a**) Shows examples of developmentally dynamic ATAC-seq peaks (*gold*) in Sox2-EGFP^*high*+^ cells of the E12-16 cochlear duct at the indicated loci. (**b**) Shows the fold difference relative to the normalized read counts for ATAC-seq peaks determined to be significantly increased (*red*), significantly decreased (*blue*) or unchanged (*grey*) in Sox2-EGFP^*high*+^ cells from E16 cochlear duct versus those from E12 cochlear duct. (**c**) Shows the cumulative fold differences (i.e. the sum of the fold differences of all peaks nearest to each gene) in accessibility of each gene in Sox2-EGFP^*high*+^ cells from E16 cochlear duct versus those from E12 cochlear duct. (**d**) Shows the numbers of differentially accessible peaks detected in Sox2-EGFP^*high*+^ cells at the indicated stages. Note that most significant changes were detected in the E12-14.5 window. (**e**) Shows differential motif enrichment in peaks increasing in accessibility in E12-16 Sox2-EGFP^*high*+^ cells from the cochlear duct relative to those decreasing in accessibility. (**f**) Plots normalized reads in the differentially accessible regions. (**g**) Plots the frequency of differentially enriched motifs relative to peak center.

Changes in cumulative accessibility in Sox2-EGFP^*high*+^ cells showed gene set enrichment for known processes in prosensory development. For example, at E14.5 versus E12, ‘positive regulation of synapse structure or activity’ was the most enriched process (p = 3.4e-4; Supplementary Fig. 8). The genes having the highest differential accessibility and therefore greatest contribution to the enrichment score for ‘positive regulation of synapse structure or activity’ in E14.5 versus E12 Sox2-EGFP^*high*+^ cells (i.e. the leading edge genes) included *Nrxn1, Adgrl2, Flrt2, Wnt7a, Bhlhb9* and *Nlgn1*. At E12 versus E14.5, ‘cochlear development’ was the most enriched process (p = 4.4e-4; Supplementary Fig. 8) and the leading edge genes included *Pax2*, *Fgfr3*, *Gli2* and *Wnt5a*.

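Read-based fold differences are not used here, and only peak calls by stage are given. *Pax2* was nearest to 17 regions, of which 4 had a peak in both E14.5 samples and in no E12 sample. For *Fgfr3*, *Gli2* and *Wnt5a*, nearest to 6, 26 and 18 regions, the number was 2 each. No region near any of these genes had a peak in both E12 samples, so 0 were called at E12 and not at E14.5.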

Overall, accessibility in most differentially accessible peaks in Sox2-EGFP^*high*+^ cells diminished with developmental time (Fig. 5b,d,f; raw data in Supplementary Data 5). 

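Peak calls cannot show a peak that becomes weaker and stays above the caller's threshold. When presence was required among the 5000 highest peaks of both samples of a stage, and absence from the full lists of the other stage, 0 regions were called at E12 and not at E16 and 92 at E16 and not at E12. At a −log10 q of at least 5, the counts were 1 and 21598. The lists therefore gave more calls gained than lost under each of these rules, and the E12 lists were the shortest under each of them. From the fold differences of reads (Fig. 5b,d,f), the paper states that most dynamic peaks lose accessibility.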

There was a greater difference in the number of differentially accessible peaks between E14.5 and E12 than between E14.5 and E16 in Sox2-EGFP^*high*+^ cells. 

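Between E12 and E14.5, 3 regions were called at E12 alone and 8956 at E14.5 alone. Between E14.5 and E16, 446 regions were called at E14.5 alone and 102 at E16 alone. With the 5000 highest peaks of each list, the counts were 312 and 481 for the earlier interval and 251 and 240 for the later. Each of the 4 counts from the full lists changed when a single sample was left out. With 1 sample left at a stage, the rule asked only for presence or absence in that sample. This rule is looser, so higher counts follow at least in part from the rule itself. Without E14.5 replicate 2, 51418 regions were called at E14.5 and not at E12, and without E12 replicate 1, 14127; without E14.5 replicate 1, 104 were called at E12 and not at E14.5. For the later interval, 15704 regions were called at E16 and not at E14.5 without E14.5 replicate 1, and 1705 at E14.5 and not at E16 without E16 replicate 2.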

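*Atoh1* was the nearest gene of 13 regions, of which 5 had a peak in both E16 samples and in no E12 sample, and 2 had a peak in both E14.5 samples and in no E12 sample. *Hes1* (chromosome 16) was the nearest gene of 15 regions, with 3 and 2 regions called in the same way. The region at the *Hes1* promoter (30065156-30065536) had a peak in 1 E14.5 and 2 E16 Sox2-EGFP high+ samples and in 3 Sox2-EGFP- samples. No region near either gene was called at E12 and not at E16.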

Developmental changes in the cumulative accessibility of several genes including *Atoh1* and *Hes1* corresponded to known dynamics in gene expression^68–71^ (Fig. 5c).

Motif enrichment analysis of peak subsets that increased in accessibility across development showed significant enrichment for motifs of the Six, Rfx, Ctcf and Sox transcription factor families, as well as specific enrichment for some motifs not corresponding to any known regulators of cochlear development: Ebf and Nf1 (Fig. 5e,g, raw data in Supplementary Data 6). Motif enrichment analysis of peak subsets that decreased in accessibility across development also showed significant enrichment for motifs of the Six and Sox families as well as specific enrichment for Tead, Gata, Smad, Gli and Pax transcription factor families (Fig. 5e,g).

### Open chromatin regions in Sox2-EGFP^high+^ cells of the embryonic cochlear duct map to SNPs in human deafness genes

To determine whether open chromatin regions detected in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct in mouse have potential significance in the regulation of human deafness genes, mouse open chromatin regions were first mapped to the human genome (Hg19) using UCSC liftOver^72^. Variants in deafness-associated genes have recently been curated in the Deafness Variation Database (DVD)^22^. Over 48,000 of 65,129 ATAC-seq peaks detected in E12-16 Sox2-EGFP^*high+*^ cochlear duct cells mapped to regions of >70% sequence similarity in the human genome (Supplementary Data 8). Over 20,000 SNPs in the DVD overlap the open chromatin regions detected in mouse (Fig. 6a). Most SNPs in the DVD found to overlap with mouse open chromatin regions are intronic and of unknown significance to the pathogenesis of deafness (Fig. 6a). Some SNPs in human deafness genes coincide with transcription factor binding motifs in mouse open chromatin regions. For example, Fig. 6b shows two SNPs in a SIX motif overlapping an open chromatin region detected in Sox2-EGFP^*high*+^ cells of the embryonic mouse cochlear duct of high conservation within the first intron of *MYO7A*.

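Only the mouse region was analysed. The first intron of *Myo7a* spans 7:105266286-105267785 (1500 bp) in mm9 and holds the Sox2-EGFP high+ region at 105266755-105267207. This region had a peak in E14.5 replicate 1 and E16 replicate 2 and in no Sox2-EGFP- sample. No site in it matched the Six2 consensus exactly; with up to 2 mismatches it held 3 Six2 sites, the closest with 1 mismatch.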

**Figure 6:**
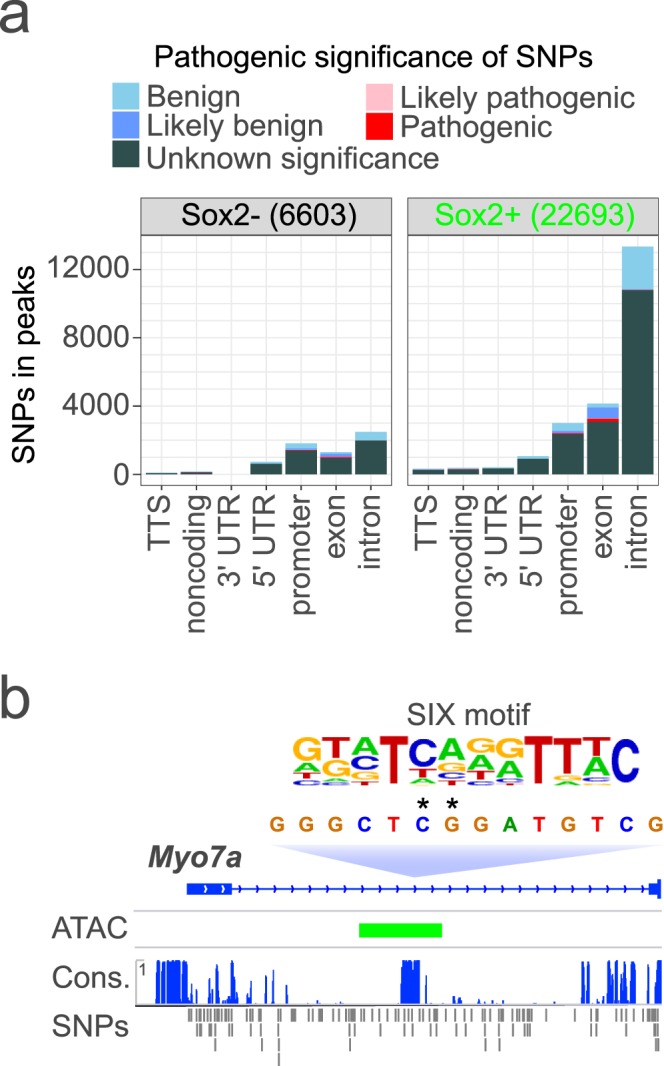
Human deafness gene SNPs in orthologous regions to ATAC-seq peaks detected in Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct. Numbers of SNPs in the Deafness Variation Database (DVD) overlapping regions orthologous to ATAC-seq peaks in the indicated genomic features are shown in (**a**). Colors indicate pathogenicity as classified in the DVD. In (**b**), *asterisks* indicate two SNPs of unknown significance in *MYO7A* intron 1 that potentially affect binding at a SIX motif in a region of high evolutionary conservation (*Cons.)* that is orthologous to an ATAC-seq peak (*ATAC*) detected in *Myo7a* in embryonic mouse Sox2-EGFP^*high*+^ cochlear duct cells.

## Discussion

Our analysis of open chromatin in prosensory cells (Sox2-EGFP^*high*+^) adds considerable insight into gene regulation during early sensory development. During the development of the cochlea, hair cells are derived from Sox2^+^ progenitors in the prosensory domain of the floor of the cochlear duct^39,47,49,55,73^. Open chromatin regions detected in prosensory cells map to both experimentally validated and putative gene-activating regions (Fig. 2, Supplementary Fig. 6, Supplementary Data 2). Furthermore, over 29,000 open chromatin regions were found only in Sox2-EGFP^*high*+^ cochlear duct cells (Fig. 2g, Supplementary Data 1), suggesting a unique signature of open chromatin in these cells. By extension, we speculate that a unique epigenetic mechanism contributes to the specification of the prosensory lineage. Motif enrichment in prosensory open chromatin provides confirmatory evidence for the roles of Sox2, Six1 and Gata3^46–48^ in prosensory development (Fig. 3) and also implicates several transcription factor families in cochlear development that have not previously been reported to have a role in cochlear development, such as Tead, Ebf, Nfi, Klf/Sp and Ets families of transcription factors (Fig. 3). These findings imply that the regulatory factors identified may influence chromatin structure and cochlear cell reprogramming through pioneer activity^74^. In that regard, our analysis provides evidence for centering and increased density of transcription factor binding motifs in open chromatin peaks—two phenomena associated with pioneering activity^75^—of the transcription factor binding motifs enriched in prosensory open chromatin (Figs 3 and 4).

A recent report showed that Ctcf is required for cochlear development but not for prosensory gene expression^76^. Some previous evidence supports the possibility that Tead, Ebf, Nfi, Klf/Sp and Ets transcription factors could also influence cochlear development. For example, inhibition of the Yap–Tead interaction reduces supporting cell proliferation in the utricle^77^ and *yap1a* inhibition reduces neuromast formation in the zebrafish lateral line^78^, consistent with a possible role for the Hippo/Yap/Tead pathway in cochlear development. Previous findings in our lab showed that the inhibition of Fgf-signaling in cochlear explant cultures abolishes sensory specification as well as the expression of the downstream targets Etv4 and Etv5^34^, suggesting a role for the Ets family in sensory specification in the cochlea. Mutations in Klf/Sp, Ebf and Nfi family members have been associated with neurodevelopmental defects^79–88^. Furthermore, defects observed in *Nfix* mutants include hearing loss^84,86^. Our findings show enrichment of the Ebf1-4 motif in the open chromatin of Sox2-EGFP^*high*+^ cells (Fig. 3) and in regions that displayed an increase in accessibility in the Sox2-EGFP^*high*+^ cells between E12 and E16 (Fig. 4). Detailed transcriptomic analysis of isolated cochlear prosensory cells will be needed to further deduce the specific transcription factors of importance in prosensory development as each enriched motif corresponds to transcription factor families comprising multiple members.

Our findings provide insight into the epigenetic regulation of the prosensory cell during development. For example, accessibility in over 2,200 regions changed during development, largely between E12 and E14.5 and most dynamic sites diminished in accessibility. Single cell ATAC-seq has recently been developed^89^ and has the potential to better resolve the complexity of the developing prosensory population and the extent to which the early steps of hair cell and support cell specification relate to epigenetic dynamics in cochlear prosensory cells.

Findings in the present study add to knowledge of the epigenetic mechanisms of *Atoh1* regulation. Atoh1 is not only necessary for hair cell formation^56^ but also sufficient to induce hair cell differentiation in a limited population of cochlear cells^90^. Epigenetic regulation of *Atoh1* expression therefore has implications for hair cell regeneration strategies. Previous studies demonstrated a critical 3′ enhancer and showed association of this region as well as the promoter and an exonic region with activation-associated histone marks^26,91^. We find that these regions are accessible in Sox2-EGFP^*high*+^ cells of E12 cochlear duct, suggesting that the onset of *Atoh1* expression at E14.5^56^ is perhaps primed but unrelated to coincident changes in the accessibility of these regions. 

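At the *Atoh1* start site, which the region 6:64678575-64680048 spans, neither E12 list had a peak. At the 3′ enhancer, the region 6:64684344-64685068 had a peak in E12 replicate 2 (−log10 p of 5.25) and none in E12 replicate 1. Both E14.5 and both E16 Sox2-EGFP high+ samples had a peak at the 3′ enhancer, with −log10 p between 10.7 and 31.1. From the start site to 292.8 kb downstream, only the region at 188.2 kb had a peak in both E12 samples. The E12 lists came from 10653165 and 11532663 reads in the paper's table, the fewest of all samples, and are the shortest lists, so a missing peak there is not evidence of closed chromatin.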

Rather, a + 268 kb distal region containing 5 bHLH binding motifs increased significantly in accessibility in E14.5 vs. E12 Sox2-EGFP^*high*+^ cells (Fig. 2g).

We were surprised to find greater cumulative accessibility in otic fibroblast marker genes such as *Coch*, Tbx18 and *Pou3f4* than in roof epithelial marker genes such as *Cldn11* and *Bsnd* (Fig. 2c) in Sox2-EGFP^−^ vs. Sox2-EGFP^*high*+^. Likewise, high expression of otic fibroblast markers was found in Lfng-GFP^−^, Pou4f3-GFP^−^ and Math1-GFP^−^ cells isolated in RNA-seq studies^92–94^. This could imply that all these GFP^−^ samples are enriched with otic fibroblasts. 

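Regions were counted by their nearest gene and by the cell types with a peak. *Coch* had 4 regions, of which 2 had peaks in Sox2-EGFP- cells alone, 1 in both cell types and 1 in Sox2-EGFP high+ cells alone. *Tbx18* had 9, of which 4 had peaks in Sox2-EGFP- cells alone and 4 in both, and *Pou3f4* had 4, of which 3 had peaks in Sox2-EGFP- cells alone and 1 in both. *Cldn11* had 4 regions, 3 with peaks in Sox2-EGFP high+ cells alone and 1 in both, and *Bsnd* had no region with peaks in Sox2-EGFP- cells alone.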

Otic fibroblasts and melanocytes are closely associated with the roof of the cochlear duct at prosensory stages^95,96^ and we therefore speculate that the enrichment for otic fibroblasts—despite microdissection away of most surrounding mesenchyme in these samples—could be related to the relative efficiency of dissociating mesenchymal cells versus epithelial cells. An alternative explanation for the otic fibroblast gene expression and accessibility evident in these samples is that fibroblasts or mesenchymally-derived epithelial cells are perhaps in the cochlear duct. Lineage tracing using the Wnt1-CreER demonstrated neural crest contributions to the cochlear duct epithelium in one study^97^, but not in a more recent study using a different reporter^98^. Regardless, it is possible that the FACS sorted cells contain otic fibroblasts even though the majority of these cells were removed by microdissection.

Most sensorineural hearing loss relates to the loss or dysfunction of hair cells and most emerging therapies for hearing loss therefore seek to protect or replace hair cells^99^. Functionally significant regeneration of cochlear hair cells is not robust in mammalian models of hearing loss. The strategies showing greatest promise for the regeneration of hair cells have altered the activity of Sox2, Atoh1 and other transcription factors to achieve the conversion of limited populations of cochlear cells to hair cells^35,90,100–107^ and also the differentiation vestibular-like hair cells from embryonic stem cells^108,109^. Findings from our study implicate new transcription factor classes in prosensory development that merit consideration as possible regulators of support cell and hair cell formation.

In summary, ATAC-seq analysis of Sox2-EGFP^*high*+^ cells of the embryonic cochlear duct implicates novel classes of transcription factors in inner ear development and provides strong evidence for a prosensory-specific landscape of open chromatin as well as epigenetic dynamics during prosensory cell development. These datasets (in Supplementary Data 1, 3, 5 and 8 and summarized in Supplementary Fig. 9) not only provide insights into the gene regulatory networks guiding prosensory development in the cochlea but also represent a significant resource for the mechanistic study of the *cis*-regulation of deafness genes and genes of interest for regeneration studies in the inner ear.

## Materials and Methods

### Mice

Sox2-EGFP knockin mice^59^ from (Jackson Stock: 017592) were bred to generate E12-16 litters. Mice were housed in the University of Washington Department of Comparative Medicine. All procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the University of Washington and performed in accordance with NIH guidelines. Sox2-EGFP^+^ embryos were identified by epifluorescence. Stages were verified by Theiler’s criteria.

### Vibratome sections of Sox2-EGFP^+^ embryonic temporal bone

E12-16 Sox2-EGFP^+^ heterozygous embryos were decapitated in Hank’s buffered salt solution (Cat. No. 14025-92; Thermo Fisher Scientific; Waltham, MA) and fixed overnight at 4 °C in 4% paraformaldehyde (Cat. No. 15710; Electron Microscopy Sciences; Hatfield, PA) in phosphate-buffered saline (PBS; Cat. No. BP399; Thermo Fisher Scientific). After 3 × 30 minute washes in PBS, temporal bones were isolated by microdissection, embedded in in 4% agarose and sectioned at 100 μm with a vibratome.

### Sox2 and EGFP immunolabeling

Sections were immunolabeled essentially as described by Hartman *et al*.^110^. Sections were permeabilized (2% Triton-X-100/PBS) for 30 minutes, then blocked (10% donkey serum/0.5% Triton-X-100/PBS) for 2–4 hours. Sections were incubated overnight in 1:200 goat anti-Sox2 (Y-17; Santa Cruz) and 1:250 chick anti-GFP (ab13970; Abcam) diluted in block. After 3 × 1 hour washes in 0.5% Triton-X-100/PBS, sections were incubated overnight in block, then overnight in 1:400 Alexa488-conjugated donkey anti-goat and 1:400 Alexa647-conjugated donkey anti-chick diluted in block. After 3 × 1 hour washes in 0.5% Triton-X-100/PBS, sections were cleared by 3 × 10 minute incubations in 60% glycerol/PBS, then imaged.

### Confocal microscopy

Z-stacks of Sox2 and EGFP immunofluorescence were collected on a LSM880 with Airyscan using 10X/0.45 (1.1 μm steps) and 20X/0.8 M27 (0.3 μm steps) Plan-Apochromat objectives (Ziess, Jena, Germany). Zeiss Zen Black v14.0.0.0 was used to acquire micrographs and to perform Airyscan processing, maximum intensity projections (i.e. of 2–5 optical sections) and linear adjustments to black and white points.

### Isolation of Sox2-EGFP^high+^ cochlear duct cells

Cochlear ducts were dissected away from mesenchyme after collagenase digestion as described previously^34^. Care was taken to dissect away all cochlear nerve tissue to remove the potentially confounding population of Sox2-EGFP^+^ glial cells. Cochlear duct cells were then dissociated using papain at 37 °C and sorted to isolate live Sox2-EGFP^*high*+^ cells using a BD Aria III (85 μm nozzle, flow rate 1–3) as shown in Fig. 1a. All dissection, sorting, spins and washes were performed in ice-cold media. For comparative ATAC-seq analysis, Sox2-EGFP^−^ cells were isolated in parallel in some cases. Gating was centered on the highest and lowest peaks in the histogram and EGFP^low^ cells were excluded.

### ATAC-seq

Sox2-EGFP^*high*+^ cells were isolated from 2 litters per embryonic stage (i.e. 1 litter per biological replicate of 6–12 pooled cochlear ducts at E12, E14.5 and E16). ATAC-seq sample preparation, transposition and library amplification were performed as described by Buenrostro and colleagues^111^. Briefly, adapters for library amplification and sequencing were inserted into open chromatin via transposase *in vitro* and libraries were prepared using the Illumina Nextera kit (Cat. No. FC-121-1030). The Genomics & Bioinformatics Shared Resource at the Fred Hutchinson Cancer Research Center (Illumina Hi-seq 2500) and Seattle Genomics (Illumina Next Seq. 500) performed deep sequencing. Adapters were trimmed from reads and low-quality sequences (Phred <33) were removed using Trim Galore!^112,113^. Reads were aligned to mm9 using Bowtie2^114^ (option:–very-sensitive). Duplicate reads were marked using Picard ‘MarkDuplicates’ (http://broadinstitute.github.io/picard/). Duplicate and mitochondrial reads were removed using SAMtools^115^. Bigwigs were generated using a custom script (https://rpubs.com/achitsaz/98857) and visualized in IGV^116^. Supplementary Table 1 describes samples and coverage. Percentages of reads in peaks were found using ‘plotEnrichment’ in deepTools2^117^. ATAC-seq data has been deposited in NCBI GEO database under the accession code GSE131775.

### Peak calling and filtering

Peaks were called using MACS2^60^ (options:–nomodel–shift -100–extsize 200). Irreproducible peaks were filtered using BEDOPS^118^ (command: ‘bedops -e 1 replicate1.bed replicate2.bed’). Overlapping and nearby ATAC-seq peaks were merged using BEDtools^119^ (command: bedtools merge -i replicatedpeaks.bed -d 100). Peaks in regions previously found by ENCODE to produce artefactual signal^120^ (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/) were removed using BEDOPS command: -n 1. Only reproducible peaks (i.e. peaks replicated in at least one other dataset of the same sample type) were used for genomic annotation, motif enrichment and other analysis. To find prosensory-specific peaks, BEDOPS^118^ (command: -n 1) was used to isolate peaks of Sox2-EGFP^*high*+^ cochlear duct cells not overlapping with any ATAC-seq peaks called as described above in Sox2-EGFP^−^ cochlear duct cells as well as in the following ENCODE ATAC-seq datasets: G1E mouse embryonic stem cells (ENCSR280ZDP), E14.5 C57Bl/6 mouse facial prominence (ENCSR876SYO), forebrain (ENCSR810HQR), midbrain (ENCSR384JBF), hindbrain (ENCSR798FDL), neural tube (ENCSR700QBR), limb (ENCSR460BUL), kidney (ENCSR758IRM), intestine (ENCSR150EOO), liver (ENCSR032HKE), lung (ENCSR335VJW), stomach (ENCSR618HDK) and heart (ENCSR068YGC). ENCODE datasets were aligned and peaks were called using the pipeline described above.

### Annotation and genomic feature enrichment analysis

Annotation of ATAC-seq peaks and genomic annotation enrichment analysis were performed using HOMER^121^, which assigns peaks to the nearest TSS then annotates peaks based on UCSC refGene annotations^122^ for mm9.

### Curation of previously reported otic enhancers and promoters

To determine whether ATAC-seq detects known otic enhancers, we mapped ATAC-seq peaks to known otic enhancers. As no comprehensive list for otic enhancers and promoters driving gene-activation *in vivo* existed, a list had to be generated through a comprehensive review. To generate the list, we considered our knowledge, entries in the VISTA Enhancer Browser^61^ listing ‘ear’ expression patterns as well as all articles published up to March 1, 2018 found using the Pubmed search: (“ear”[MeSH Terms]) AND regulatory sequences, nucleic acid[MeSH Terms]. This research yielded 56 otic enhancers and promoters described in sufficient detail to map to mm9 and determine overlap with ATAC-seq data. Regions identified in other systems (e.g. human cell lines, chick and zebrafish) were mapped to orthologous regions in mm9 using BLAST and liftOver. The list is available in Supplementary Data 2.

### Differential accessibility analysis in ATAC-seq peaks

Differential accessibility across ATAC-seq sample groups was determined as detailed in the edgeR^62^ users guide. To define the regions for differential accessibility analysis, coordinates of all overlapping and nearby (<100 bp) intervals of replicated ATAC-seq peaks detected in all compared groups was determined using ‘merge’ in BEDtools^119^ (option: -d 100). A matrix of counts per million for all samples was then generated using the ‘featureCounts’ in the Rsubread package (options: isPairedEnd = TRUE, maxFragLength = 2000). The counts matrix was filtered to select rows having at least 1 count per million in *n* − 1 samples to minimize the influence of variability at the threshold for sensitivity on the analysis. Cumulative fold differences in accessibility at each gene were calculated as the sum of the fold differences of all peaks nearest to each gene.

### Correlation analysis of ATAC-seq reads in peaks

Using deepTools2^117^, matrix of read counts in each sample was first computed using ‘multiBamSummary‘. A Spearman correlation matrix of reads in peaks was then generated ‘plotCorrelation’. A distance matrix for the correlations was generated using ‘dist’ (https://www.rdocumentation.org/packages/stats/versions/3.5.2; mode = Euclidean). Clustering of the correlation matrix was performed in RStudio using ‘hclust’ in the fastCluster package^123^ (mode = Ward.D2). A heatmap of the correlation matrix was generated using ‘heatmap.2’ (https://www.rdocumentation.org/packages/gplots).

### Intersect analysis of ATAC-seq and Methyl-seq data

The ‘venn’ command in Intervene^124^ was used to calculate the intersect sizes for ATAC-seq peak and Methyl-seq regions and plot the venn diagrams.

### Motif-enrichment analysis

Motif-enrichment analysis in ATAC-seq peaks was performed using ‘findmotifsgenome.pl’ in HOMER command (options: -size given -mask) and the HOMER library of consensus binding motifs determined *in vivo* by ChIP-seq. Frequencies of motifs per base pair per peak (Fig. 3b) were calculated using ‘annotatepeaks.pl’ in HOMER.

### Correlation analysis of motif matrices

To group similar motifs in Fig. 3a, ‘comparemotifs.pl’ in HOMER was used to generate a correlation matrix of the motif matrices in the HOMER motif library. Clustering of the correlation matrix and plotting was performed as described above.

### Co-occurrence of motifs in ATAC peaks

The co-occurrence of significantly enriched motifs (Fig. 4c and Data 7) was calculated using ‘annotatepeaks.pl’ in HOMER. Clustering of the co-occurrence ratio matrix and plotting was performed as described above.

### Gene set enrichment analysis

Gene set enrichment analysis^125^ for GO Biological Processes (http://www.go2msig.org/cgi-bin/prebuilt.cgi?taxi=10090) was performed on the cumulative fold differences in accessibility using the fgsea package^126^ (options: minSize = 25, maxSize = 500, nperm = 10000). Enriched gene sets were reduced to independent gene sets using ‘collapsePathways’ in fgsea.

### Mapping mouse ATAC-seq peaks to the human genome

The UCSC liftOver^127^ command line tool was used to convert mm9 coordinates of ATAC-seq peaks to orthologous regions in the human genome Hg19 (option: -minMatch = 0.7). The human SNPs in the Deafness Variation Database v8.1 (http://deafnessvariationdatabase.org/public/) overlapping the conserved ATAC-seq regions were identified using ‘findOverlaps’ in the GRanges^128^ package. Transcription factor binding motifs in the conserved regions were visualized in IGV using the file available at http://homer.ucsd.edu/homer/index.html.

### Plotting and other statistical analysis

Cumulative accessibility was plotted in Prism v5.0 f. For Fig. 4f, a counts matrix was generated using ‘computeMatrix’, then plotted using ‘plotHeatmap’ in deepTools2^117^. Venn diagrams were plotted using Intervene^124^. Other plots were generated in RStudio v1.1.456. Scatterplots, bar plots and line plots were generated using the ggplot2 package^129^. Correlation heatmaps were generated using the gplots package (https://www.rdocumentation.org/packages/gplots). Figure compositions were performed in Adobe Illustrator and Photoshop CC 2017 (San Jose, CA). To test for differences in cell counts across development, one-way ANOVA and Tukey’s HSD multiple comparisons tests were performed in R.

## Supplementary information

Supplementary figures and legends

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Supplementary data 8

# Supplementary material for: Open chromatin dynamics in prosensory cells of the embryonic mouse cochlea
**Source:** Sci Rep. 2019 Jun 21;9:9060. doi: 10.1038/s41598-019-45515-2
**Supplement:** Supplementary file 1 — Supplementary figures and legends

## SUPPLEMENTARY INFORMATION

# Open chromatin dynamics in prosensory cells of the embryonic mouse cochlea

Brent A. Wilkerson<sup>1,2</sup>, Alex D. Chitsazan<sup>1,2,3</sup>, Leah S. VandenBosch<sup>1,4</sup>, Matthew S. Wilken<sup>1,5</sup>, Thomas Reh<sup>1,2</sup>, Olivia Bermingham-McDonogh<sup>1,2,\*</sup>

Supplementary figures 1-9

Supplementary table 1

Supplementary data 1-8

**Supplementary figure 1. p75/Ngfr immunofluorescence in E16.5 Sox2-EGFP cochlea.** p75/Ngfr immunofluorescence (*magenta*) in Claudius cells delimits Sox2-EGFP expression (*arrow*) and also demonstrates pillar cells (center) and cochlear nerve fibers (top left). Bars represent 100  $\mu$ m.

**Supplementary figure 2. Sox2-EGFP expression in prosensory cells of the embryonic vestibular system.** Immunofluorescence of Sox2-EGFP expression (*green*) and of endogenous Sox2 (*magenta*) is shown in vibratome sections of otolith organs (**a**, **d** and **e**) and of cristae (**b**, **d** and **e**). Note that Sox2-EGFP expression corresponds to Sox2 immunofluorescence in E12.5-16.5 maculae and cristae. The localization of Sox2-EGFP expression shown here is representative of that in at least three temporal bones. Bars represent 100  $\mu$ m. *sa*, saccule; *ut*, utricle

**Supplementary figure 3. Sox2-EGFP expression relative to endogenous Sox2 in E16 prosensory cells.** Immunofluorescence of Sox2-EGFP expression (*green*), Myosin 7a (*white*) and of endogenous Sox2 (*magenta*) are shown in vibratome sections of E16 cochlea (**a**) and crista (**b**). Note that reduced Sox2 immunofluorescence in some hair cells indicated by arrows corresponds to decreased Sox2-EGFP. Bar represents 50  $\mu$ m. *co*, cochlea; *cr*, crista

**Supplementary figure 4. Cell counts in the embryonic cochlear duct.** Bars indicate mean cell numbers per microdissected cochlear duct (**a**) and the mean percentage of Sox2-EGFP<sup>high+</sup> cells per cochlear duct (**b**) in pooled samples of cochlear ducts. A subset of samples graphed in (**a**) are graphed in (**b**). (**a**) includes additional samples counted using a hemocytometer not analyzed by flow cytometry. Labels in (**b**) indicate the numbers of cochlear ducts pooled per sample analyzed by ATAC-seq.

ANOVA p-values were  $p = 0.000622$  and  $p = 0.00275$  for (a) and (b), respectively.

Significant p-values from Tukey multiple comparisons are shown.

**Supplementary figure 5. Cochlear ATAC-seq peak overlap with unmethylated regions and low methylated regions of the sensory epithelium.** (a) shows overlaps of ATAC-seq peaks in E14.5-16 Sox2-EGFP<sup>-</sup> cochlear duct cells, ATAC-seq peaks in E12-16 Sox2-EGFP<sup>high+</sup> cochlear duct cells, low methylated regions E16.5 cochlear sensory epithelium and unmethylated regions E16.5 cochlear sensory epithelium. Note that most ATAC-seq peaks in cochlear duct cells correspond to UMRs and LMRs in sensory epithelium but many LMRs in sensory epithelium do not correspond to ATAC-seq peaks in cochlear duct cells. (b) shows overlap of differentially accessible regions in E12-16 Sox2-EGFP<sup>high+</sup> cochlear duct cells and differentially methylated regions in E16.5-P0 cochlear sensory epithelium.

**Supplementary figure 6. Enrichment of embryonic cochlear duct Sox2-EGFP<sup>high+</sup> ATAC-seq in putative gene regulatory regions.** Bars indicate log<sub>2</sub> fold enrichment of bp in E12-16 cochlear Sox2-EGFP<sup>high+</sup> ATAC-seq peaks (i.e. all replicated peaks) mapping to genomic features relative to the total bp of respective genomic features.

**Supplementary figure 7. Correlation matrix of the HOMER library of known transcription factor binding motifs.** The heatmap shows Pearson correlations of HOMER motif matrices clustered based on similarity. The clusters of highly correlated motifs corresponding to several transcription factor families are indicated in the labels on the right.

**Supplementary figure 8. Gene Set Enrichment Analysis of differentially accessible ATAC-seq peaks in E12-16 Sox2-EGFP<sup>high+</sup> cochlear duct cells.** Results from Gene Set Enrichment Analysis of the cumulative differential accessibility i.e. the sum of fold differences of all ATAC-seq peaks nearest to each gene) in Sox2-EGFP<sup>high+</sup> cells isolated from the embryonic cochlear duct E14.5 vs. E12 and at E16 vs. E14.5 show differentially enriched biological processes and the distribution of gene ranks, the normalized enrichment score (NES) and the p-value.

**Supplementary figure 9. Summary of ATAC-seq peak subsets.** The relationships of the differentially-accessible and differentially-detected peak subsets are summarized in **a-d**. Peak subsets are available as a resource in the **Supplementary data**.

Sox2-GFP

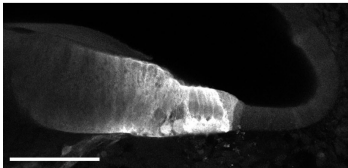

anti-p75

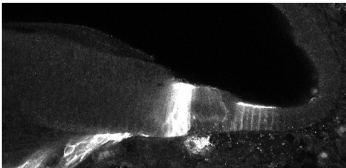

merge

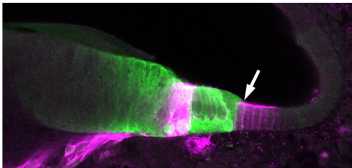

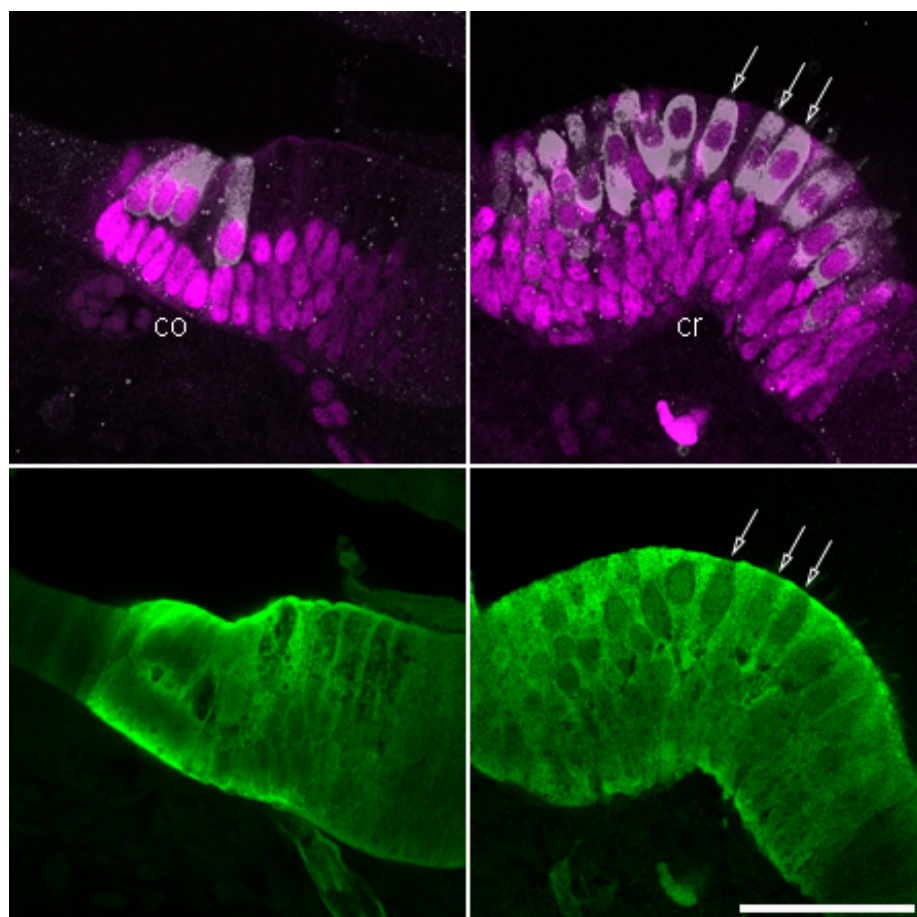

a

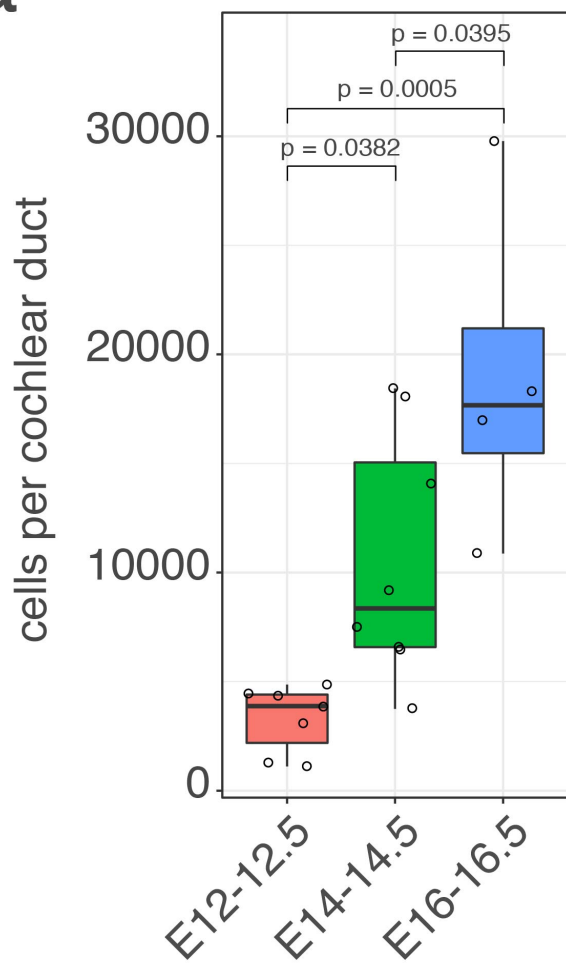

b

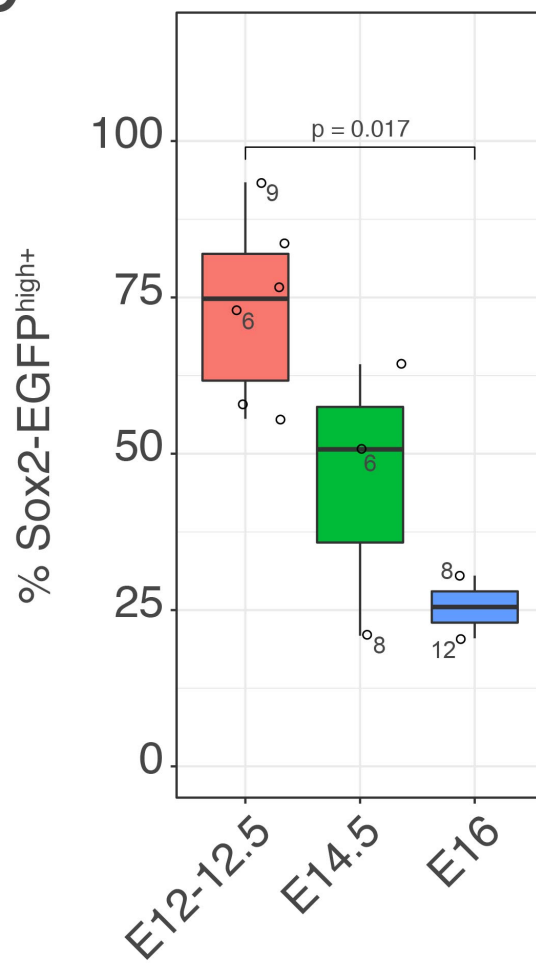

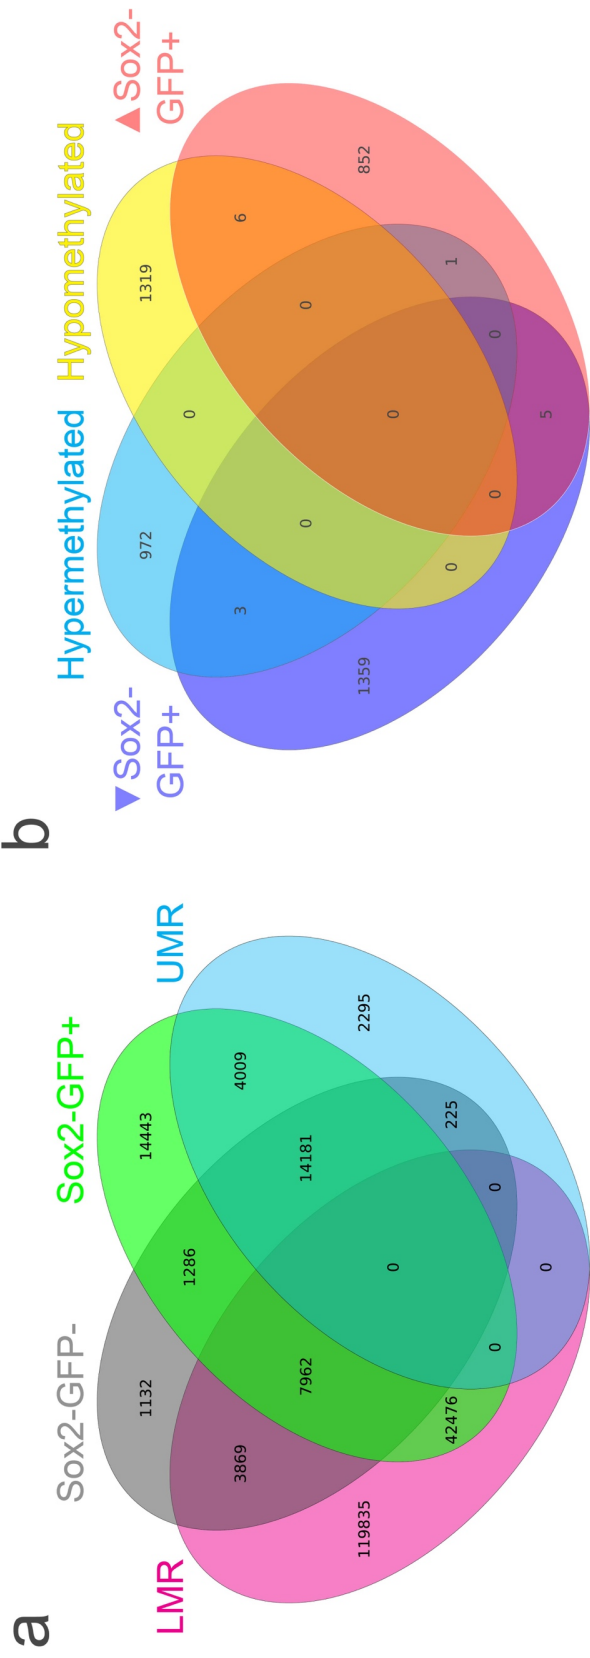

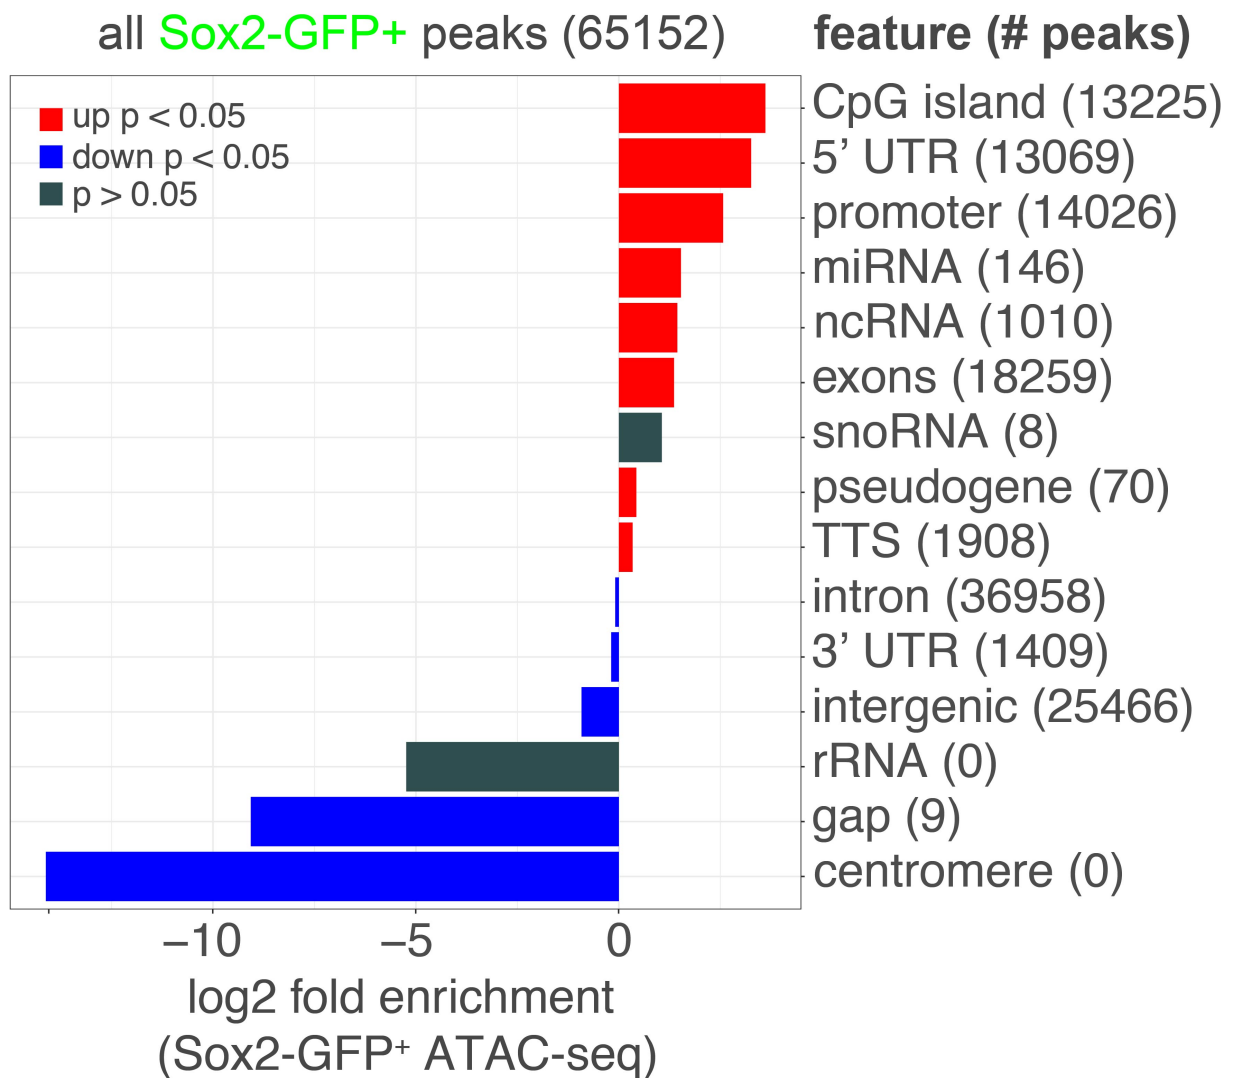

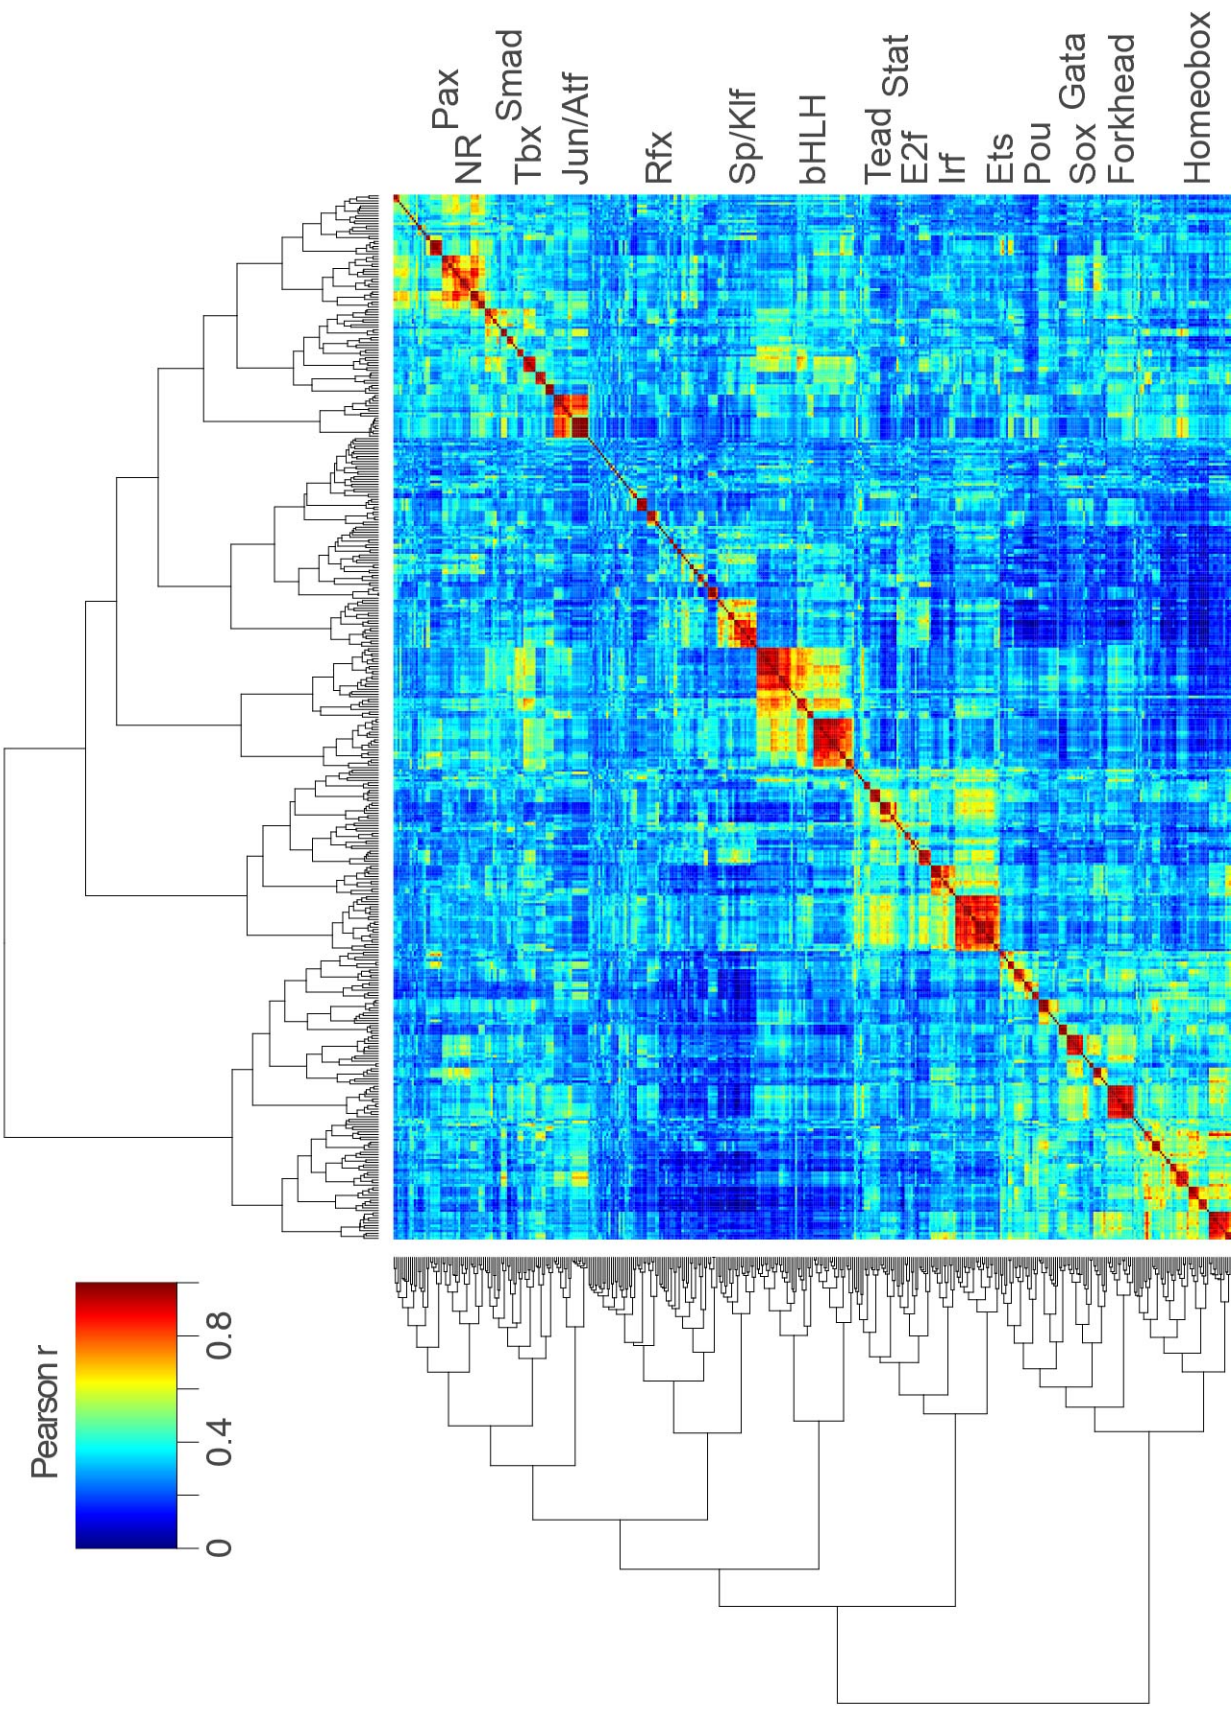

## E14.5/E12

| Process                                        | Gene ranks                                                                            | NES   | p-value |
|------------------------------------------------|---------------------------------------------------------------------------------------|-------|---------|
| positive regulation of synapse assembly        | 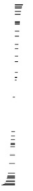   | 1.86  | 1.2e-04 |
| reproductive behavior                          | 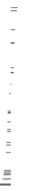   | 1.80  | 2.5e-03 |
| microtubule based movement                     | 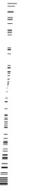   | 1.74  | 5.6e-04 |
| carbohydrate biosynthetic process              | 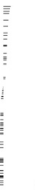   | 1.65  | 3.1e-03 |
| blood coagulation                              | 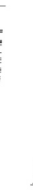   | 1.63  | 4.1e-03 |
| negative regulation of cell migration          | 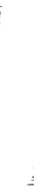   | 1.60  | 1.1e-02 |
| ribonucleoprotein complex subunit organization | 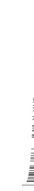   | 1.60  | 1.7e-02 |
| negative regulation of immune response         | 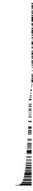   | 1.56  | 1.2e-02 |
| actin filament based process                   | 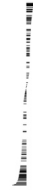   | 1.50  | 1.1e-03 |
| kidney development                             | 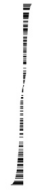   | 1.45  | 6.6e-03 |
| regulation of kinase activity                  | 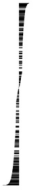   | 1.38  | 1.3e-02 |
| cellular response to endogenous stimulus       | 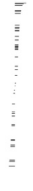   | 1.29  | 1.8e-02 |
| internal peptidyl lysine acetylation           | 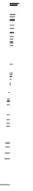 | -1.76 | 4.5e-03 |
| neuroblast proliferation                       | 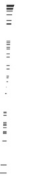 | -1.77 | 3.8e-03 |
| photoreceptor cell development                 | 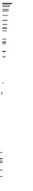 | -1.85 | 2.4e-03 |
| midbrain development                           | 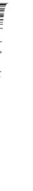 | -1.95 | 1.3e-03 |
| cell differentiation in spinal cord            | 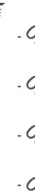 | -2.07 | 5.5e-04 |
| cochlea development                            | 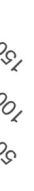 | -2.07 | 8.9e-04 |

## E16/E14.5

| Process                                              | Gene ranks                                                                          | NES   | p-value |
|------------------------------------------------------|-------------------------------------------------------------------------------------|-------|---------|
| cellular response to metal ion                       | 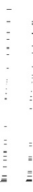   | 1.97  | 1.1e-03 |
| regulation of cell matrix adhesion                   | 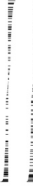   | 1.93  | 1.7e-03 |
| regulation of membrane potential                     | 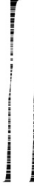   | 1.58  | 1.6e-03 |
| organophosphate biosynthetic process                 | 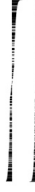   | 1.58  | 2.8e-03 |
| transcription from RNA polymerase II promoter        | 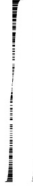   | -1.49 | 6.4e-04 |
| brain development                                    | 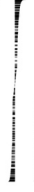   | -1.57 | 1.1e-04 |
| regulation of cell development                       | 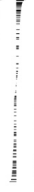   | -1.58 | 1.1e-04 |
| negative regulation of cell differentiation          | 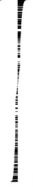   | -1.60 | 1.1e-04 |
| epithelial cell differentiation                      | 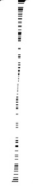   | -1.64 | 1.1e-04 |
| sex differentiation                                  | 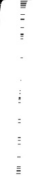   | -1.67 | 1.1e-03 |
| regulation of anatomical structure morphogenesis     | 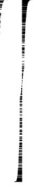   | -1.68 | 1.1e-04 |
| positive regulation of cell differentiation          | 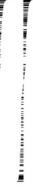   | -1.68 | 1.1e-04 |
| Rho protein signal transduction                      | 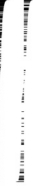 | -1.68 | 7.5e-04 |
| embryonic morphogenesis                              | 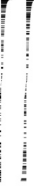 | -1.72 | 1.1e-04 |
| morphogenesis of an epithelium                       | 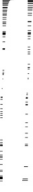 | -1.75 | 1.1e-04 |
| neuron projection morphogenesis                      | 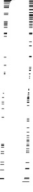 | -1.75 | 1.1e-04 |
| cardiac muscle tissue development                    | 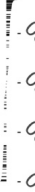 | -1.75 | 2.5e-04 |
| enzyme-linked receptor protein signaling pathway     | 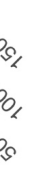 | -1.76 | 1.1e-04 |
| lung epithelium development                          | 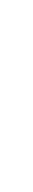 | -1.83 | 1.6e-03 |
| mesenchymal cell differentiation                     | 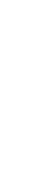 | -1.84 | 3.9e-04 |
| cell morphogenesis involved in differentiation       | 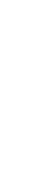 | -1.88 | 1.1e-04 |
| regulation of organ morphogenesis                    | 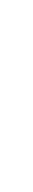 | -1.91 | 1.2e-04 |
| urogenital system development                        | 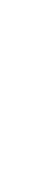 | -1.93 | 1.2e-04 |
| skeletal system development                          | 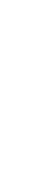 | -1.93 | 1.1e-04 |
| axon guidance                                        |  | -1.93 | 1.2e-04 |
| ear development                                      |  | -1.95 | 1.2e-04 |
| cellular response to growth factor stimulus          |  | -1.95 | 1.2e-04 |
| kidney epithelium development                        |  | -1.97 | 1.3e-04 |
| organ formation                                      |  | -1.98 | 1.4e-04 |
| regulation of morphogenesis of a branching structure |  | -2.07 | 1.4e-04 |
| digestive system development                         |  | -2.09 | 1.3e-04 |
| cartilage development                                |  | -2.15 | 1.3e-04 |

**a**

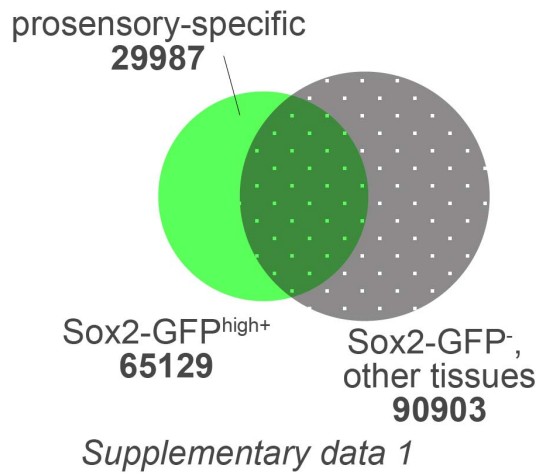

**b**

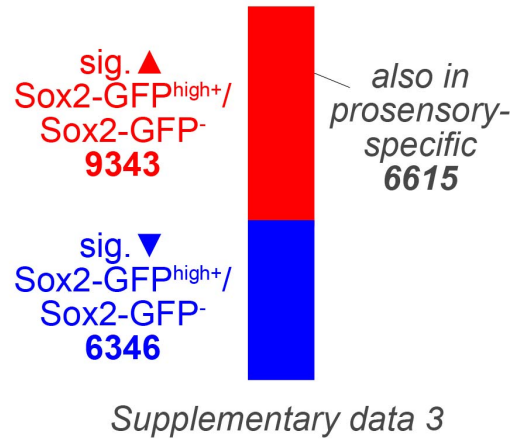

**c**

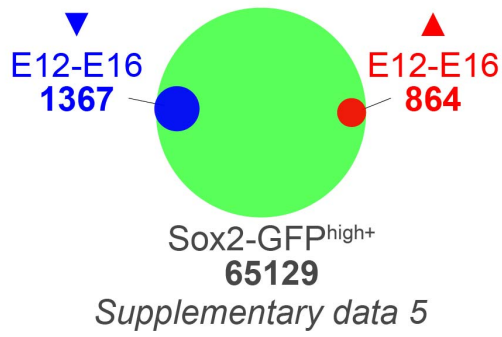

**d**

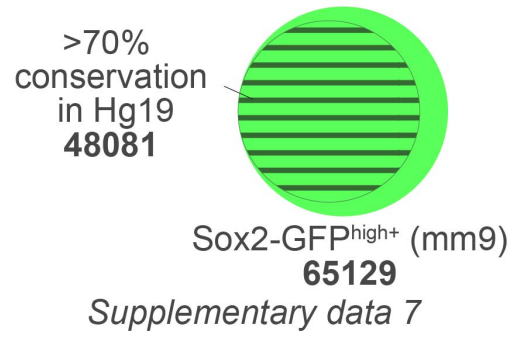

**Supplementary table 1. Cochlear duct ATAC-seq sample descriptions.**

| Stage | Sox2-<br>GFP | replicate | sequencing<br>mode | sequencing<br>batch | reads    | peaks  | % reads<br>in peaks |
|-------|--------------|-----------|--------------------|---------------------|----------|--------|---------------------|
| E12   | +            | 1         | paired-end         | 2                   | 10653165 | 14354  | 6.5                 |
| E12   | +            | 2         | paired-end         | 2                   | 11532663 | 8036   | 3.0                 |
| E14.5 | +            | 1         | paired-end         | 2                   | 48117323 | 112999 | 50.3                |
| E14.5 | +            | 2         | paired-end         | 2                   | 63836522 | 26730  | 4.9                 |
| E14.5 | -            | 2         | paired-end         | 2                   | 75726632 | 28903  | 6.2                 |
| E16   | +            | 1         | paired-end         | 1                   | 44955094 | 39890  | 16.7                |
| E16   | +            | 2         | paired-end         | 2                   | 28444425 | 72846  | 26.3                |
| E16   | -            | 1         | paired-end         | 1                   | 30612005 | 29264  | 12.5                |
| E16   | -            | 2         | paired-end         | 2                   | 41769170 | 29966  | 8.3                 |

**Supplementary data 1.** Coordinates for ATAC-seq peaks in E12-16 Sox2-EGFP<sup>high+</sup> cochlear duct cells, ATAC-seq peaks in E14.5-16 Sox2-EGFP<sup>-</sup> cochlear duct cells and ATAC-seq peaks detected only in Sox2-EGFP<sup>high+</sup> cochlear duct cells.

**Supplementary data 2.** Coordinates for reported otic regulatory elements and ATAC-seq peak overlap.

**Supplementary data 3.** Differential accessibility in Sox2-EGFP<sup>high+</sup> vs. Sox2EGFP<sup>-</sup> cochlear duct cells.

**Supplementary data 4.** Motif enrichment analysis of ATAC-seq peaks in Sox2-EGFP<sup>high+</sup> cochlear duct cells, Sox2EGFP<sup>-</sup> cochlear duct cells and ATAC-seq peaks detected only in Sox2-EGFP<sup>high+</sup> cochlear duct cells.

**Supplementary data 5.** Differential accessibility in E12-16 Sox2-EGFP<sup>high+</sup> cochlear duct cells.

**Supplementary data 6.** Motif enrichment analysis of differentially accessible ATAC-seq peaks in Sox2-EGFP<sup>high+</sup> cochlear duct cells.

**Supplementary data 7.** Motif co-occurrence in prosensory-specific open chromatin regions of the embryonic cochlear duct.

**Supplementary data 8.** Human genome Hg19 coordinates of regions orthologous to ATAC-seq peaks detected in embryonic mouse Sox2-EGFP<sup>high+</sup> vs. Sox2EGFP<sup>-</sup> cochlear duct cells.

How the deposited data were processed for this re-analysis (not part of the article)

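ATAC-seq peak lists of 9 samples were analysed: 6 of Sox2-EGFP high+ cells (2 each at E12, E14.5 and E16) and 3 of Sox2-EGFP- cells (1 at E14.5 and 2 at E16). Samples were grouped by title, source name and Supplementary Table 1, since the separate cell type tags contradict these for 3 of the E16 samples.

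As the methods of the paper describe, the authors trimmed reads with Trim Galore, aligned them to mm9 with Bowtie2, removed duplicates and mitochondrial reads with Picard and SAMtools, and called peaks in each sample alone with MACS2. The authors then kept peaks that overlapped a peak of another sample of the same type with BEDOPS. The fold enrichment of each deposited peak is the ratio of its pileup at the summit to the local background of MACS2, made by the authors within the sample. The −log10 p and −log10 q values were made by the authors with MACS2, within each sample. The deposited score is the integer part of 10 times the −log10 q, and it was not used beyond checking this relation. The lists still held 48 peaks on the mitochondrial chromosome, between 4 and 10 per sample. No peak lay past the end of a chromosome in the reference, for 0 such peaks in each of the 9 lists.

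The depth of the data was read from Supplementary Table 1, since the lists hold no reads. E12 replicates 1 and 2 had 10653165 and 11532663 reads, of which 6.5% and 3% lay in peaks. The E14.5 Sox2-EGFP high+ replicates had 48117323 and 63836522 reads (50.3% and 4.9% in peaks), and the E16 Sox2-EGFP high+ replicates 44955094 and 28444425 (16.7% and 26.3%). The E14.5 Sox2-EGFP- sample had 75726632 reads (6.2%), and the E16 Sox2-EGFP- replicates 30612005 and 41769170 (12.5% and 8.3%). The E12 lists are the shortest, and a peak missing from them was not taken as closed chromatin.

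Replicated regions were made with an overlap of at least 1 bp and a merging distance of 100 bp, with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Overlap and merging were checked against bedtools 2.31.1 on test intervals, with 512 and 512 overlaps and 615 and 615 merged intervals. On simulated data without a difference, 7 of 200 permutation tests had a p under 0.05, and on data with a planted difference 50 of 50 gave the smallest possible p. The motif search found 300 of 300 planted sites. Genes were taken from GENCODE for this build, with 51723 protein-coding transcripts, and a promoter ran from 1000 bp upstream to 100 bp downstream of a start site. Consensus motifs were searched on both strands, and 1 mismatch for every 6 positions was allowed where this is said.

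Peak sharing was tested by exact permutation of the sample labels, one-sided as planned, and motif shares per sample by two-sided exact permutation with Benjamini-Hochberg adjustment over 24 motifs. Overlap with the otic elements was tested by 10000 rotations of the regions. Alternatives set before the data were examined were a −log10 q of at least 5, an overlap of at least 50% of the peak, a merging distance of 0 bp, replication within the own stage, 399 bp around the summit, the 5000 or 2000 highest peaks, other measures of sharing, autosomes, batch 2 alone, and leaving out each sample in turn. The choice of peaks outside promoters, sharing with E14.5 and E16 alone, the mismatches, the reversed consensus sequences, the annotation with all transcripts and the motifs per sample were added later. The paper says that the E16 Sox2-EGFP- cells were collected in parallel with the Sox2-EGFP high+ cells, and replicates of the same stage and number were paired across cell types only as an alternative. E16 samples of the same number shared 71.6% of their 5000 highest peaks and those of different numbers 68.5%.

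Named genes follow a rule set before the data were examined: otic elements near genes that the paper discusses, elements whose call differs from the marks in Supplementary Data 2, *Eya1* through Supplementary Data 3, and the 3 regions of each cell type with the best mean rank that have no peak of the other type. *Bsnd*, *Coch*, *Tbx18*, *Cldn11*, *Hes1*, *Pax2*, *Fgfr3*, *Gli2* and *Wnt5a* are named because the sentences of the paper name them. The ENCODE blacklist, the ENCODE tissues and CpG islands are not used here, and the authors' edgeR tests of reads are not repeated. Supplementary Data 3 was used for its first 1434 lines only, so nothing was counted over the whole table. Results for some of the planned motifs and named elements are not reported here.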

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

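The test of read number in this part was chosen only after the result was seen.

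The median −log10 p of E14.5 Sox2-EGFP high+ replicate 1 was 23.7, against 8.46 to 13.8 in the other Sox2-EGFP high+ samples. Its distance to the nearest sample was 0.652 of the whole range, past the 95% limit of Dixon's test for 6 samples. Of 7 measures looked at in this way it was the only one past the limit, and chance passes it in about 1 of 20 groups; median width and median fold enrichment of the same sample, at 0.615 and 0.616, fell just under it. The number of reads as the cause was argued against by E14.5 replicate 2, which had 63836522 reads against 48117323 and a median of only 9.61. Stage alone does not set the sample apart either, since replicate 2 is of the same stage. The paper's table gives 50.3% of its reads in peaks, the most of any sample, and 41.3% of the peaks that the table counts are absent from its list, the largest loss of the 9. A higher signal over background in this library, or the removal of its lower peaks by the authors' filter, may have raised the median; neither was tested. No biological explanation was tested.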

How the results depend on the processing

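The settings with peaks outside or in promoters, with E14.5 and E16 alone, all transcripts, mismatches and reversed consensus sequences, and leaving out samples for the difference by peak height, were chosen only after the results were seen; the others were set before the data were examined.

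Of 79 recomputed counts of regions and otic elements, 64 stayed within 1.5 times the reported value. Some of these could not move, since leaving out a sample of 1 cell type cannot change the number of regions of the other. The tally therefore overstates how stable the counts were. With the 5000 highest peaks of each list, there were 6670 Sox2-EGFP high+ and 4746 Sox2-EGFP- regions, 1615 and 296 of them without a peak of the other type, and 9 otic elements with a region; using fewer peaks makes these counts smaller by construction. Of regions with a peak among the 5000 highest of a sample, 1450 had no Sox2-EGFP- peak. Replication within the own stage left 36585 Sox2-EGFP high+ regions, 17992 of them without a Sox2-EGFP- peak. At a −log10 q of at least 5, 2003 Sox2-EGFP- regions had no Sox2-EGFP high+ peak. Leaving out each sample in turn gave 37040 to 65609 Sox2-EGFP high+ regions, 19602 to 24338 Sox2-EGFP- regions, 18302 to 45545 Sox2-EGFP high+ regions without a Sox2-EGFP- peak, 2226 to 3983 Sox2-EGFP- regions without a Sox2-EGFP high+ peak and 28 to 36 otic elements. The lowest Sox2-EGFP high+ counts came without E14.5 replicate 1, one of the 2 longest lists.

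The calls by stage depended on list length. With the 5000 highest peaks, 397 regions were called at E12 and not at E16 and 605 the other way. With presence in the 5000 highest and absence from the full lists these counts were 0 and 92, and at a −log10 q of at least 5 the first was 1. Leaving out a sample gave 7 to 217 regions at E12 and not at E16, and 22847 to 48756 at E16 and not at E12. The stage concerned was then judged by 1 sample, a looser rule that itself raises these counts. The E12 lists are the shortest and limit every call of absence at that stage; whether read depth is the reason was not shown.

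The difference in peak sharing of 0.233 points had a p above 0.05 under all 16 alternatives set before the data were examined, and its sign was not stable. It was 6.89 with all peaks of each list (exact permutation test, p = 0.0595), −1.59 with the 2000 highest peaks, −3.66 with the Jaccard index and −4.32 with peaks ranked by fold enrichment (signalValue), and leaving out a sample gave −0.587 to 1.37; the cause was not tested. With samples paired by stage and number as a block, the value was 0.233 by construction and 1 of 8 arrangements was as large (exact permutation test, p = 0.125, the smallest possible). Of the 7 settings chosen after seeing the data, E14.5 and E16 alone gave 3.18 with the 5000 highest peaks (exact permutation test, p = 0.0857), peaks outside promoters gave 12.2 (2000 peaks), 9.33 (1000), 14.6 (3000), 13.2 (2000 peaks, batch 2) and 17.5 (2000 peaks, E14.5 and E16), each with the smallest p its design allows, and the 2000 highest peaks in promoters gave −1.36. Those outside promoters were found by looking, from lists filtered within cell type, and do not replace the planned value. Sharing within stages has 15 pairings and a smallest possible p of 0.067, so no setting can bring it under 0.05; leaving out a sample gave 60.7% to 69.5%. For the difference by peak height, leaving out a sample, which was added later, gave 54.5 to 66.5 points.

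With all transcripts, 18.2% of Sox2-EGFP high+ regions lay in promoters, 6.77% in exons or untranslated regions, 36.6% in introns and 35.4% between genes. Of the 6 motifs planned, 4 had a ratio above 1 by their confidence interval, 2 did among regions in promoters and 0 did when the consensus was reversed. Of the 23 motif ratios reported with the exact consensus, 21 had an interval that excluded 1, and under the alternatives 13 of 80 recomputed ratios fell on the other side of 1. In Sox2-EGFP high+ regions these were Six2 0.886 and Tead 0.893 with the reversed consensus, Sox2 0.817 and Tead 0.796 in promoters, and Zeb1 1.02 with mismatches. In Sox2-EGFP- regions they were Six2 0.787 and Tead 0.969 with mismatches, Tead 0.683 and Ebf 0.478 in promoters, and Six2 0.499, Tead 0.459 and Ebf 0.929 reversed. In Sox2-EGFP high+ regions without a Sox2-EGFP- peak it was Zeb1 0.955 reversed. Gata3 in Sox2-EGFP high+ regions, whose interval included 1 (ratio 1.01), was at 0.918 with mismatches, 0.430 in promoters and 0.696 reversed. A reversed consensus is no longer the motif, and the cause in promoters was not tested.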

Differences from the paper's values

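The settings named here with mismatches, with promoter regions alone or with a reversed consensus were chosen only after the values were seen.

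The paper gives a fold enrichment of over 30 for promoters, and 16.0 was found here; no alternative set before the data were examined applies to this measure. Its table counts 112999 peaks for E14.5 Sox2-EGFP high+ replicate 1 and the list held 66332, the only one of 9 lists more than 1.5 times apart.

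Of 15 motif ratios compared with the percentages in Supplementary Data 4, 5 were more than 1.5 times apart, 4 of them larger here. The paper scored matrices, and the exact consensus was counted here. The backgrounds differ too, since the paper's ratios use its own background and those here use windows 5 kb away. For Gata3, the paper's background was 27.8% for Sox2-EGFP high+ and 19.1% for Sox2-EGFP- cells. How much of a gap comes from either was not tested. No alternative set before the data were examined applies to the motif ratios. For Six2, the paper's 1.77 in Sox2-EGFP high+ regions stood against 3.58, its 1.31 in Sox2-EGFP- regions against 2.12, and its 2.28 in prosensory-specific regions against 4.66 in Sox2-EGFP high+ regions without a Sox2-EGFP- peak. In regions in promoters alone, a setting chosen after seeing the values, the Six2 ratios came within 1.5 times the paper's at 1.52 and 1.02; no setting did so for the third. For Sox2, the paper's 1.99 in prosensory-specific regions stood against 3.20, and against 1.48 with mismatches allowed, a setting chosen after seeing the values. For Gata3, the paper's 0.908 in Sox2-EGFP- regions stood against 0.363, and against 0.730 with mismatches allowed, also chosen after seeing the values.

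The call differed from the marks in Supplementary Data 2 for otic elements near *Sox2* and *Hmx1*, and none of 17 settings gave the marked call. No sample had a peak on either element, and the settings drew on these same peaks, so they could hardly have given another call. The *Hmx1* element at 5:35808825-35809130 is marked for Sox2-EGFP high+ cells and had no region; the *Sox2* element at 3:34538828-34539178, also without one, carries the mark with an asterisk, which the table explains as overlap with the tail of a peak, and the nearest Sox2-EGFP high+ region lay 372 bp away. The table marks 38 elements for either cell type, where the paper's text gives 41 and 36 had a region here. The paper states that most peaks that change between stages lose accessibility; by presence of a peak, 5 regions were called at E12 and not at E16 and 21704 the other way, and 397 and 605 with the 5000 highest peaks. It states that the *Atoh1* promoter and 3′ enhancer are accessible at E12; 0 E12 samples had a peak at the start site and 1 at the 3′ enhancer. It names Forkhead among the motifs with more enrichment in Sox2-EGFP- cells. The ratios to neighbouring windows were 0.310 in Sox2-EGFP- and 0.294 in Sox2-EGFP high+ regions, with overlapping 95% confidence intervals (0.246 to 0.390 and 0.256 to 0.338). With mismatches allowed they were 0.454 and 0.669. The reversed consensus gave 0.101 (0.0671 to 0.152) and 0.279 (0.239 to 0.327), so in Sox2-EGFP- regions it lay below the printed one. The windows were not matched for base composition, so ratios below 1 do not show that enrichment is absent, and the paper's statement was not decided here.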

Other observations

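The tests of list length, the E12 lists, the cell type tags, read number, the E2f and Nfy motifs, the other splits of the samples and the replication filter were chosen only after the result was seen. For the other 6 tests the expected outcome was written first, but parts of the statistic, such as the 8 motif families, the mean over 5 motifs and the 2000 peaks outside promoters, were fixed after related values had been seen, and the limits by which all tests were read were set with their values known.

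The motif families that the paper names for Sox2-EGFP- cells were more frequent in Sox2-EGFP- regions, with a median ratio of shares of 1.97 over the 8 of 9 families more frequent in promoters. If the larger promoter share of Sox2-EGFP- regions were the whole cause, the ratio would be near 1 both in and outside promoters. It was 1.04 in promoters and 1.94 outside them (1.62 over 5 kb from a start site), which argues against promoter share as the whole cause, though it leaves nothing to explain among promoters. In equal numbers of peaks outside promoters, the mean share was 1.80 points lower in Sox2-EGFP high+ samples (4 of 84 splits, exact permutation test, p = 0.0476). A difference between the cell types remains as an untested explanation.

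The mean share of the 5 planned motifs other than Ctcf in the 2000 highest peaks outside promoters was 34.7% ± 2.58 (SD, n = 6) in Sox2-EGFP high+ and 28.4% ± 1.03 (n = 3) in Sox2-EGFP- samples, a difference of 6.25 points (1 of 84 splits, exact permutation test, p = 0.0119, the smallest possible). The lowest Sox2-EGFP high+ sample, at 29.96%, was close to the highest Sox2-EGFP- sample, at 29.6%. The promoter share of the lists was thus argued against as the cause. Over all 24 motifs, 10 had a p under 0.05 and 0 an adjusted p under 0.05, and 2 of the 84 splits gave as many as 10. Over all Sox2-EGFP high+ regions, base composition was argued against for the planned motifs, whose median ratio to neighbouring windows was 2.35 as printed and 0.893 when read backwards. Base composition was not argued against for E2f and Nfy: E2f had a ratio of 6.34 as printed and 6.02 backwards, and Nfy 2.26 and 2.43. It may account for Nfy. For E2f this control cannot decide, because the reversed consensus holds GGGCGG, as the Sp/Klf consensus does on its other strand. In regions without a Sox2-EGFP- peak, Six2 and Sox2 read backwards had ratios of 1.23 and 1.41. Base composition may account for part of their excess there.

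Of the Sox2-EGFP high+ regions, 25835 rested on E14.5 replicate 1 and E16 replicate 2 alone. Were these calls without open chromatin, they would hold motifs no more often than neighbouring windows. With the exact consensus the ratio was 5.90 for Six2 (95% confidence interval 4.82 to 7.21), 2.92 for Sox2 and 2.01 for Tead. With mismatches allowed, a setting added later, the ratios were 1.19, 1.54 and 1.34. The reversed consensus, also added later, gave 1.35, 1.27 and 1.29, so base composition may account for part of the excess. The exact ratios exceeded the reversed ones. They argue against such calls as the main content of the set and not against every single call.

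Among the 5000 highest peaks, E16 Sox2-EGFP high+ replicate 1 shared 76.8% with E16 Sox2-EGFP- replicate 1, of the same sequencing batch, and 73.3% with E16 Sox2-EGFP high+ replicate 2. Outside promoters the order was reversed, at 50.9% and 55.9%, as it would be if promoters filled both lists. This argues against batch as the whole cause, but 50.9% was still the highest of the 18 mixed pairs outside promoters, and a smaller effect of batch or of collection in parallel was not excluded.

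Regions without a peak of the other type were a larger share of Sox2-EGFP high+ than of Sox2-EGFP- regions. With equal lists the Sox2-EGFP high+ share was still the larger in 20 of 20 choices, by a median of 4.61 points. In these samples, longer lists and more samples thus did not account for the whole difference. The choices share the same Sox2-EGFP- samples and are not independent, and whether 4.61 points exceeds chance was not tested. Over the full lists the shares were 69.4% and 16.2%. Equal lists also hold only high peaks, so how much of that wider gap comes from list length was not resolved. The excess of regions called at E16 over E12 fell to a ratio of 1.52 with 5000 peaks per sample, so short E12 lists may account for most of it.

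The separate cell type tags contradict the titles of 3 E16 samples. Were the 2 samples titled E16 Sox2-EGFP- of Sox2-EGFP high+ cells, as tagged, no more motifs would set them apart from the 5 samples with title and tag Sox2-EGFP high+ than set apart any other pair. Of 24 motifs in the 2000 highest peaks outside promoters, 6 set both beyond all 5, on the side of E14.5 Sox2-EGFP-, and no other choice of 2 of the 7 samples had more than 2 (1 of 21 choices, exact permutation test, p = 0.0476, the smallest possible). The authors' filter does not forbid the opposite, since these 2 samples would keep each other's peaks. For E16 Sox2-EGFP high+ replicate 2, tagged negative, the Sox2-EGFP- lists were first filtered by the peaks of the 5 samples, as its own list was by its title. Of the 11 motifs that separated these lists from the 5 samples, 10 placed it on the Sox2-EGFP high+ side; Ctcf did not. Grhl2 was in 0.85% of its peaks, in 0.75% to 1.15% in the 5 samples and in 0.10% to 0.15% in the filtered lists. This argues against the tags in both parts; a mixed sample was not tested.

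List length did not follow the number of reads (r = 0.185, two-sided exact permutation test, p = 0.630, n = 9; rho = 0.30, p = 0.437; r = 0.222 without the 2 farthest samples and 0.160 in batch 2; batch 1 has 2 samples), and with 9 samples a weak relation and none cannot be told apart. It rose with the paper's percentage of reads in peaks (r = 0.897, exact permutation test, p = 0.000176, adjusted p = 0.000353 over 2 relations; rho = 0.933; r = 0.847 without the 2 farthest samples and 0.902 in batch 2), which is partly circular, since that percentage is made from the peaks.

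The lists used here lack a median of 14.1% (1.44% to 41.3%) of the peaks that the paper's table counts. Whether the sharing within Sox2-EGFP high+ samples outside promoters comes from the cells or from the authors' filter on peaks replicated within a cell type cannot be told apart, because lists made before the filter were not analysed here.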
